# The histone deacetylase Rpd3p is required for transient changes in genomic expression in response to stress

**DOI:** 10.1186/gb-2009-10-5-r57

**Published:** 2009-05-26

**Authors:** Adriana L Alejandro-Osorio, Dana J Huebert, Dominic T Porcaro, Megan E Sonntag, Songdet Nillasithanukroh, Jessica L Will, Audrey P Gasch

## Abstract

**Background:**

Yeast responding to stress activate a large gene expression program called the Environmental Stress Response that consists of approximately 600 repressed genes and approximately 300 induced genes. Numerous factors are implicated in regulating subsets of Environmental Stress Response genes; however, a complete picture of Environmental Stress Response regulation remains unclear. We investigated the role of the histone deacetylase Rpd3p, previously linked to the upstream regions of many Environmental Stress Response genes, in producing Environmental Stress Response gene expression changes in response to stress.

**Results:**

We found that the Rpd3-Large complex is required for proper expression of both induced and repressed Environmental Stress Response genes under multiple stress conditions. Cells lacking *RPD3 *or the Rpd3-Large subunit *PHO23 *had a major defect in Environmental Stress Response initiation, particularly during the transient phase of expression immediately after stress exposure. Chromatin-immunoprecipitation showed a direct role for Rpd3-Large at representative genes; however, there were different effects on nucleosome occupancy and histone deacetylation at different promoters. Computational analysis implicated regulators that may act with Rpd3p at Environmental Stress Response genes. We provide genetic and biochemical evidence that Rpd3p is required for binding and action of the stress-activated transcription factor Msn2p, although the contribution of these factors differs for different genes.

**Conclusions:**

Our results implicate Rpd3p as an important co-factor in the Environmental Stress Response regulatory network, and suggest the importance of histone modification in producing transient changes in gene expression triggered by stress.

## Abstract 2

Chromatin-immunoprecipitation and computational analysis implicate Rpd3p as an important co-factor in the network of genes regulating the yeast environmental stress response.

## Background

Sudden environmental changes can trigger rapid and dramatic changes in genomic expression. This involves coordinated expression of hundreds to thousands of genes, whose expression is precisely modulated in timing and magnitude. Many different transcription factors function in the cell at any given time and respond to distinct upstream signals. Therefore, cells must integrate the action of numerous signals and regulatory factors to produce a coherent genomic expression program customized for each new environment.

Yeast respond to stress in part by initiating the Environmental Stress Response (ESR), which consists of approximately 600 genes whose expression is repressed and approximately 300 genes whose expression is induced by diverse stresses [1,2]. The repressed genes include approximately 130 ribosomal protein ('RP') genes and a distinct group of approximately 450 genes more broadly related to protein synthesis ('PS genes'). Both groups are highly expressed in actively growing cells but sharply repressed, with slightly different expression profiles, in response to stress. Genes induced in the ESR ('iESR genes') are involved in varied aspects of stress defense, including redox regulation, protein folding, osmo-tolerance, cell signaling, and other functions. Initiation of the ESR is not required to survive the offending stress but rather helps to protect cells against subsequent severe doses of the same or different stress (although it cannot fully explain acquired stress resistance in all cases) [3].

Although activated by many different stresses, the ESR is regulated differently depending on the environment. Numerous upstream signaling pathways have been implicated in condition-specific ESR regulation, including the high osmolarity glycerol (HOG) [4] (Jessica Clarke and APG, unpublished data), MEC [5], and protein kinase C (Scott Topper and APG, unpublished) pathways in response to osmotic shock, DNA damage, or reducing agents, respectively, and the protein kinase A and target of rapamycin (TOR) pathways upon stress relief [6-10] (reviewed in [11]). Furthermore, different subsets of iESR genes can be induced by stress-specific transcription factors, such as the oxidative-stress factor Yap1p [1], the heat shock factor Hsf1p [12-14], Sko1p and Hot1p upon osmotic stress [15-18], and the 'general-stress' transcription factors Msn2p and Msn4p in response to diverse stresses (reviewed in [11]). However, little is known about how these signals are integrated to mediate ESR initiation, or how genes repressed in the ESR are coordinated with genes induced in the program.

One mechanism of altering gene expression is through changes in chromatin state. The histone deacetylase Rpd3p deacetylates histones in both coding and noncoding regions, where it is thought to function in at least two distinct complexes (reviewed in [19,20]). A small complex (Rpd3S) suppresses cryptic transcription initiation by deacetylating histones after elongating polymerase [21-23]. Rpd3S is recruited via the combined action of the Eaf3p and Rco1p subunits to histone H3 methylated by Set2p during transcription of the open reading frame [21-23]. In contrast, a large complex (Rpd3L) is recruited to promoters by site-specific DNA binding proteins, including the Ume6p subunit of Rpd3L, where it is thought to function in transcription initiation [23-27]. Rpd3p is known to bind different promoters under different conditions, such as cold shock and rapamycin treatment [28-30]. In fact, many promoters to which Rpd3p relocalizes are of genes repressed in the ESR. The effects of Rpd3p at these promoters have not been shown on a global scale, but the result suggests Rpd3p is required for stress-dependent repression of ESR genes [11,30].

Although traditionally linked to repression, histone deacetylases can also function during gene activation [31-36]. Induction of several different yeast genes requires Rpd3p following salt treatment, hypoxia, or DNA damage [32-34]. The precise mechanism is not clear but requires Rpd3p for recruitment of RNA polymerase to promoters of genes (including iESR genes) induced by osmotic shock and DNA damage [32,34]. Furthermore, induction of hypoxic genes requires Rpd3p-dependent histone deacetylation for nucleosome displacement and stable binding of the Upc2p transcription factor within the genes' regulatory regions [33]. That Rpd3p has been linked to stress-dependent gene induction and repression raised the possibility that Rpd3p participates in regulating both induced and repressed genes within the ESR.

Indeed, here we show that Rpd3p is required for proper initiation of the ESR, including normal regulation of both induced and repressed genes, in yeast responding to multiple stresses. Cells lacking *RPD3 *or the Rpd3L subunit *PHO23 *had a major defect, specifically during the transient phase immediately after H_2_O_2 _treatment, while cells lacking the Rpd3S subunit *RCO1 *did not. Chromatin-immunoprecipitation (ChIP) at candidate ESR genes revealed that Rpd3p moves to numerous promoters upon stress to mediate histone deacetylation; however, the precise pattern of chromatin change was different for different nucleosomes and genes investigated. We show that Rpd3p binds directly to genes induced by stress and is required for normal binding of Msn2p to numerous promoters. Together, this work implicates Rpd3L as an important co-factor in the ESR regulatory network.

## Results

### Rpd3p is required for the full dynamic range of stress-activated gene expression changes

We followed genomic expression in wild-type and *rpd3Δ *cells responding over time to a 25°C to 37°C heat shock, 0.4 mM H_2_O_2_, and 0.75 M NaCl. 

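Genomic expression was measured on 2-colour arrays on which RNA from stressed cells was set against RNA from unstressed cells of the same strain. Each value deposited by the authors is the log2 ratio of the channels, and the mean of every array lies close to 0. Heat shock was followed in 2 time courses with 9 arrays of wild-type and 9 of rpd3Δ cells, and NaCl treatment in 2 time courses with 7 arrays per strain. The paper and the channel sources of the samples give 0.75 M NaCl, and the sample descriptions give 0.7 M. For H2O2 there was 1 time course of 5 samples per strain, and further 30 min samples brought the arrays to 12 for wild-type and 7 for rpd3Δ cells. In the second heat shock time course, the labels put the unstressed rpd3Δ cells at 30°C and the unstressed wild-type cells at 25°C. The 45 min samples of the first heat shock time course are not analysed here. Between 4288 and 5899 genes were measured per array in heat shock, between 5023 and 5961 in H2O2 and between 4869 and 6039 in NaCl. The number of arrays limits the precision. The ratios were used as deposited. Arrays with opposite dyes correlated positively across genes, with r from 0.284 to 0.96 in H2O2 and from 0.442 to 0.853 in NaCl, so no array was turned. RPD3 (YNL330C) was measured on 13 of 30 arrays of rpd3Δ cells, with log2 ratios from -1.79 to 2.63, and on 35 of 35 arrays of wild-type cells. Genes measured on at least 80% of the arrays of a stress were tested with limma. Time points of 1 culture are not replicates, and heat shock and NaCl treatment had 2 cultures per strain.

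**Figure D1:**
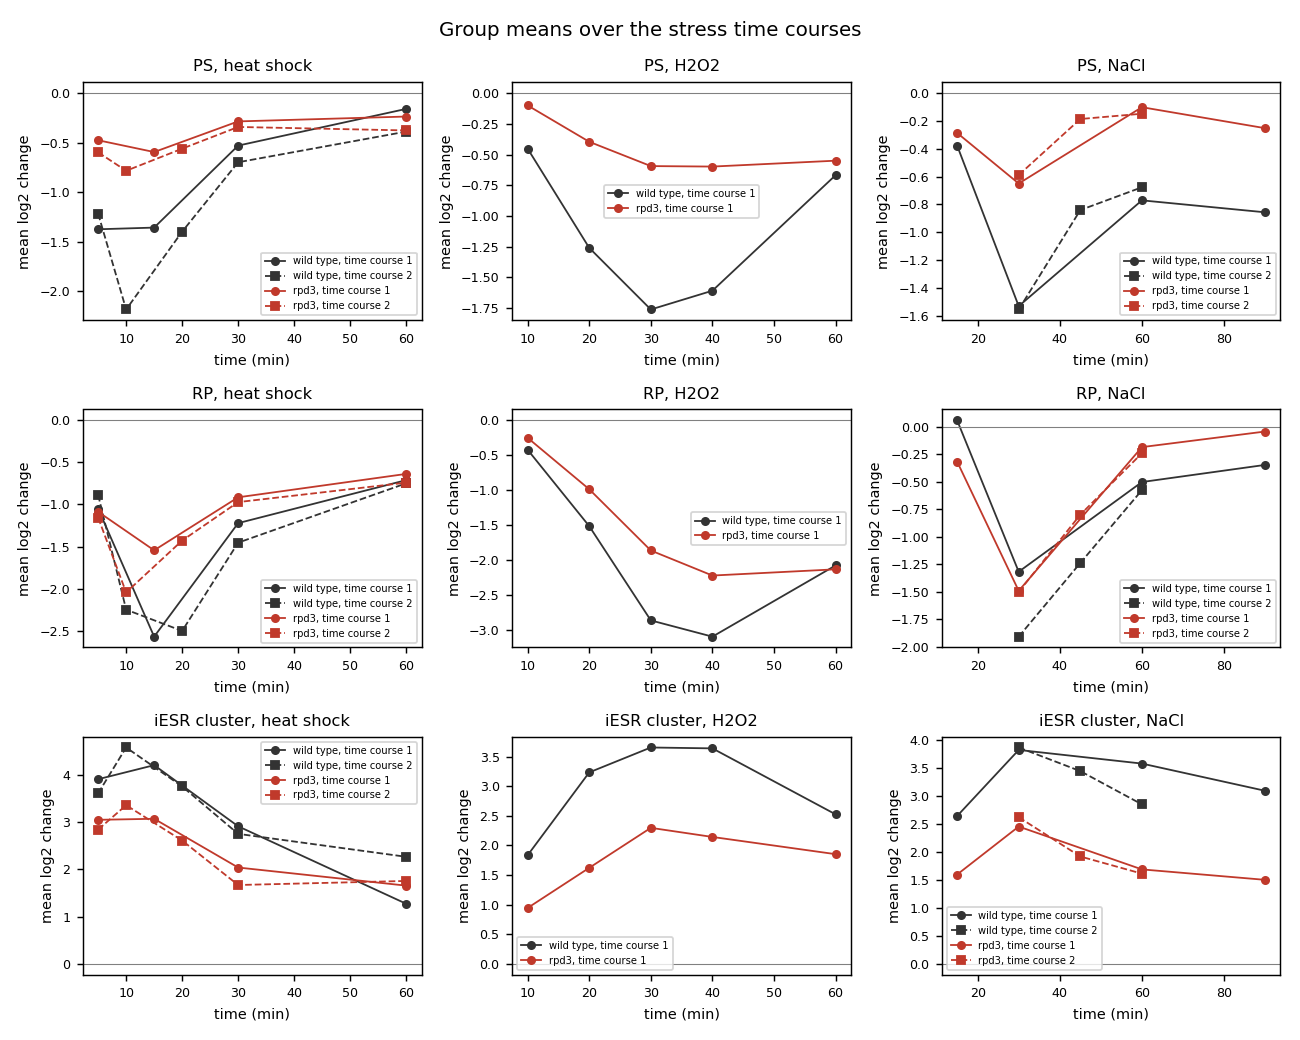
Mean log2 change of the PS genes, the RP genes and the listed iESR cluster against time in minutes, in wild-type and rpd3Δ cells. Each point is 1 array and each line 1 time course.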

A large fraction (56 to 80%) of the gene expression changes seen in wild-type cells was affected by *RPD3 *deletion, and this included both repressed and induced genes (Table 1). In particular, Rpd3p was required for normal expression of the vast majority of ESR genes (Figure 1). 

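A gene was called affected in wild-type cells when limma's moderated F test over the time points gave a false discovery rate under 0.01, or when it changed over 1.5-fold in 1 direction in replicate samples. Heat shock affected 2417 of 4547 genes tested, H2O2 3714 of 5187, NaCl 2629 of 5003, and all 3 stresses 1374. Of these, a gene was called Rpd3p-affected when the strains differed at a false discovery rate under 0.05 or by over 1.5-fold in replicate samples, and its change in rpd3Δ cells lay closer to 0 or had the opposite sign. This held for 1351 genes in heat shock (55.9%), 1435 in H2O2 (38.6%), 1176 in NaCl (44.7%) and 489 in all 3 stresses (35.6%). In wild-type cells, 699 of them were repressed and 652 induced in heat shock, 741 and 694 in H2O2, and 626 and 550 in NaCl. The fold rule alone supplied 1282, 747 and 1006 of the Rpd3p-affected genes. On simulated data with independent noise, the fold rule recovered 97.5% of changed genes in heat shock and 90.4% of its calls were false. These shares were 93% and 78.2% in H2O2, and 95.5% and 80.6% in NaCl. Each simulation changed 200 genes, and the false share depends on that number, so it is no estimate for the calls on the real arrays. With the strain difference of 1 time course turned, the rule still called 760 genes in heat shock, against 1480 unturned, and 317 in NaCl, against 1192. In H2O2, 710 genes were Rpd3p-affected without replicate 1 of each strain, the time course.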

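PS genes were taken from the supplement, which lists 415, and RP genes by name, 138 in all, of which 15 are also in the PS list. Of the iESR genes, 1 cluster of 25 is listed. The study drew up the lists on these arrays, so the shares are not independent evidence. Many of the calls come from the fold rule alone, above all in heat shock, and its pairs in H2O2 are of another kind. A difference of the shares between stresses may therefore reflect the rule. Among PS genes, the Rpd3p-affected numbered 243 of 329 affected in wild-type cells (73.9%) in heat shock, 281 of 379 affected in wild-type cells (74.1%) in H2O2 and 240 of 347 affected in wild-type cells (69.2%) in NaCl. Among RP genes they numbered 66 of 96 affected in wild-type cells (68.8%) in heat shock, 11 of 114 affected in wild-type cells (9.6%) in H2O2 and 15 of 125 affected in wild-type cells (12%) in NaCl. In the iESR cluster they numbered 21 of 24 affected in wild-type cells (87.5%) in heat shock, 23 of 24 affected in wild-type cells (95.8%) in H2O2 and 24 of 24 affected in wild-type cells (100%) in NaCl.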

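At 30 min of H2O2, the mean log2 change of the PS genes was -1.67 ± 0.36 (SD, n = 8) in wild-type and -0.55 ± 0.06 (SD, n = 3) in rpd3Δ cells. Every wild-type array lay below every rpd3Δ array (exact permutation test of both sides, p = 0.0121, the smallest that 8 arrays against 3 allow, and 0.0242 after Benjamini-Hochberg adjustment over 4 gene groups). With each array left out in turn, the difference of 1.12 stayed between 1.06 and 1.23. The means of the RP genes were -2.18 ± 0.70 (SD, n = 8) and -2.06 ± 0.23 (SD, n = 3), a difference of 0.12 within the spread of the arrays (exact permutation test of both sides, p = 0.8, also 0.8 adjusted). Without wt replicate 5 it was -0.01. Matched pairs of arrays in the time courses were also compared. The PS mean in rpd3Δ cells lay closer to 0, or had the opposite sign, in 8 of 9 pairs in heat shock, 5 of 5 in H2O2 and 7 of 7 in NaCl. For RP genes this held in 7 of 9, 4 of 5 and 6 of 7 pairs, with mean differences of 0.32, 0.51 and 0.18. The NaCl value was 0.02 in the first time course alone and 0.40 in the second. One NaCl pair, at 15 min, is counted by its sign, with RP means of 0.06 in wild-type and -0.32 in rpd3Δ cells. In unstressed cells the RP mean log2 ratio of rpd3Δ over wild-type cells was -0.60 ± 0.31 (SD, n = 3). This exceeds in size each mean RP difference over the pairs. Weaker RP repression can therefore not be told apart from a lower unstressed level.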

Repression of PS genes was heavily dependent on Rpd3p in response to all stresses, whereas repression of RP genes required Rpd3p for full repression in response to heat and H_2_O_2 _stress but not salt treatment. 

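The 25 genes of the listed iESR cluster rose by a mean log2 change of 3.68 ± 0.28 (SD, n = 8) in wild-type and 2.42 ± 0.13 (SD, n = 3) in rpd3Δ cells at 30 min of H2O2, and the arrays did not overlap (exact permutation test of both sides, p = 0.0121, 0.0242 adjusted over the 4 groups). At the wild-type peak the strains differed 2.33-fold in heat shock at 10 min, 2.56-fold in the H2O2 time course and 2.37-fold in NaCl, both at 30 min. Each peak is a single array per strain. The heat shock peak is of the second time course, where the labels put unstressed rpd3Δ cells at 30°C and wild-type cells at 25°C. In the first time course the means at 15 min were 4.20 in wild-type and 3.07 in rpd3Δ cells. The 108 genes of 3 induced clusters, which include this one, changed by 2.25 ± 0.15 (SD, n = 8) and 1.69 ± 0.13 (SD, n = 3) at 30 min of H2O2 (exact permutation test of both sides, p = 0.0121), and differed 1.65-fold, 1.66-fold and 1.78-fold at the wild-type peaks. A set of 180 induced genes, 24 of them in the listed iESR cluster, was chosen by the mean change in wild-type cells in the first time course of each stress and measured on the other arrays. On these, at 30 min of H2O2, the set changed by 2.82 ± 0.32 (SD, n = 7) in wild-type and 1.63 ± 0.06 (SD, n = 2) in rpd3Δ cells (exact permutation test of both sides, p = 0.0556, the smallest that 7 arrays against 2 allow).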

Normal induction of iESR genes also required Rpd3p, since the *rpd3Δ *strain displayed more than twofold decreased induction levels at the peak of the response. 

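Unstressed rpd3Δ and wild-type cells were compared directly on 3 arrays, of which the third had the opposite dyes, and between 5030 and 5520 genes were measured per array. Across genes, replicates 1 and 2 correlated with r = 0.815, and replicate 3 with r = 0.38 and 0.375 with these. With limma, 155 of 4426 genes differed at a false discovery rate under 0.05, 112 higher and 43 lower in rpd3Δ cells. Without replicate 3 the count was 1542. RPD3 was measured on 1 array, at -2.57. Of the listed iESR cluster, 21 genes were tested, and 10 were called higher over all genes tested (47.6%) and 15 when adjusted over the list alone (71.4%). The median ratio was 1.93-fold, and the mean log2 ratio of the cluster 0.81 ± 0.03 (SD, n = 3). Of the genes called with one sign on every array, the largest rises by estimate, given as the lowest to highest log2 ratio on the arrays, were those of ADY2 (YCR010C) at 2.04 to 3.43, SNZ1 (YMR096W) at 2.49 to 2.71, FIT2 (YOR382W) at 2.30 to 2.72, HPF1 (YOL155C) at 2.32 to 2.68 and FIT1 (YDR534C) at 1.95 to 3.06. Of the genes called with one sign on every array, the largest falls by estimate, given as the lowest to highest log2 ratio on the arrays, were those of YIR043C at -5.50 to -2.36, CUP1-2 (YHR055C) at -2.90 to -2.46, BNA5 (YLR231C) at -3.32 to -1.76, BNA6 (YFR047C) at -2.48 to -2.26 and COS7 (YDL248W) at -2.61 to -1.97. UBC5 (YDR059C) had a log2 ratio of 1.09 (standard error 0.12, adjusted p = 0.0214 by limma). XKS1 (YGR194C) had 0.50 (standard error 0.13, adjusted p = 0.106 by limma). Of the induced genes chosen in the first time courses, 122 were tested, 40 were called higher over all genes (32.8%) and 70 adjusted over the list alone (57.4%), with a median ratio of 1.6-fold. In the PS and RP lists 0 genes were called higher, and 0 lower when adjusted over each list alone. The mean log2 ratio was -0.11 ± 0.06 (SD, n = 3) for PS and -0.60 ± 0.31 (SD, n = 3) for RP genes, and 3 of 85 RP genes had a ratio above 0.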

Interestingly, a subset of iESR genes (approximately 50% at a false discovery rate of 0.05) showed slight derepression (approximately 1.5-fold) in the *rpd3Δ *mutant in the absence of stress (Figure 1; Figure S1 in Additional data file 1). The defect in stress-dependent induction was not due to an already activated stress response in mutant cells, indicated by normal cytosolic localization of Msn2p before stress but substantial Msn2p nuclear accumulation after stress, similar to wild-type (Figure S2 in Additional data file 1). Furthermore, these iESR genes (as well as those with no significant difference in basal expression) still had a defect in induction beyond what could be accounted for by basal expression differences (Figure S1 in Additional data file 1). Thus, Rpd3p is required for the induction and repression of ESR genes during stress, although each ESR subgroup shows a qualitatively different dependence on the protein.

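Of the induced genes chosen in the first time courses, 122 had an unstressed value and were compared on the arrays not used to choose them. They changed at 30 min of H2O2 by 2.74 in wild-type and 1.69 in rpd3Δ cells, a difference of -1.05, and 95.1% of them changed less in rpd3Δ cells. After adding the unstressed ratio, the difference was -0.34, and 69.7% stayed lower. For 70 genes called higher in unstressed rpd3Δ cells over the list alone, that difference was -0.13, with 58.6% lower, and in the second heat shock time course -0.39 at 10 min, 0.26 at 30 min and 0.73 at 60 min. For 33 genes whose unstressed ratio was close to 1, with an unadjusted p over 0.01, the changes were 2.76 and 2.11, and 90.9% changed less. Over all genes with an unstressed value in that heat shock time course, the difference after adding the ratio was -0.51 at 10 min, -0.16 at 30 min and 0.44 at 60 min. By the labels, the unstressed rpd3Δ cells of that course were at 30°C and the wild-type cells at 25°C. The heat shock values may then not give the relative level, and no conclusion is drawn from their sign. In the second NaCl time course the difference after adding the ratio was -0.40 at 30 min and -0.24 at 60 min. No test was run on these differences.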

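The subgroups did not change in proportion at 30 min of H2O2. The quotient of the RP mean over the PS mean lay between 0.979 and 1.63 on the wild-type arrays and between 3.14 and 4.17 on the rpd3Δ arrays. The 49 PS genes that the supplement lists as heavily dependent changed by -2.53 ± 0.53 (SD, n = 8) in wild-type and -0.25 ± 0.09 (SD, n = 3) in rpd3Δ cells, and the 73 listed as weakly dependent by -0.83 ± 0.22 (SD, n = 8) and -0.59 ± 0.09 (SD, n = 3). From the changes of the subgroups in rpd3Δ cells, the paper concludes that both induction and repression of ESR genes require Rpd3p.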

**Figure 1:**
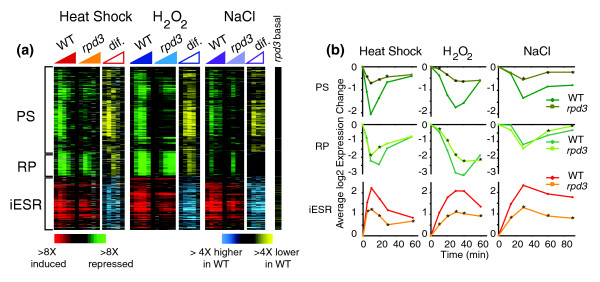
Rpd3p is required for stress-dependent activation of the environmental stress response. Gene expression in wild-type and *rpd3Δ *cells responding to 25°C to 37°C heat shock (left panels), 0.4 mM H_2_O_2 _treatment (middle panels), or 0.75 M NaCl exposure (right panels) as described in Materials and methods. **(a) **The gene expression diagram represents the induced (red) or repressed (green) expression measurements of each gene (represented as rows) in the protein synthesis (PS), ribosomal protein (RP), and induced environmental stress response (iESR) gene groups for each microarray experiment (represented as columns organized temporally within each time course). The difference ('dif.') between wild type and *rpd3Δ *is represented to the right of each expression diagram: yellow indicates weaker repression and blue indicates weaker induction in the *rpd3Δ *mutant. Basal expression differences between *rpd3Δ *and wild type grown in the absence of stress are also shown. **(b) **The average log_2 _expression change of genes in the PS, RP, and iESR subgroups shown in (a) plotted for wild type and *rpd3Δ *cells. Time points with statistically smaller changes in expression in *rpd3Δ *cells (*P *< 0.01, paired *t*-test) are indicated with an asterisk.

**Table 1:** Genes affected by *RPD3 *deletion

	Heat shock	H_2_O_2_	NaCl	Common*
Wild type^†^	2,089	2,082	2,421	996
Rpd3p-affected^‡^	1,643 (79%)	1,175 (56%)	1,696 (70%)	562 (56%)

*Genes common to all three stresses. ^†^Genes affected in wild-type cells (see Materials and methods). ^‡^Genes whose expression change was defective in the *rpd3Δ *strain relative to wild type, based on time-course analysis (see Materials and methods).

Stress-dependent gene expression changes are often transient, in that large changes immediately after stress subsequently relax to new 'steady-state' levels as cells acclimate (reviewed in [37]). We found that Rpd3p is particularly important for this transient phase of expression (Figure 1b). 

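In the H2O2 time course, without replicates, the PS mean of wild-type cells was -0.45 at 10 min, -1.76 at 30 min and -0.67 at 60 min. In rpd3Δ cells it was -0.10, -0.59 and -0.55. The iESR cluster went from 1.84 at 10 min to 3.66 at 30 min in wild-type cells and from 0.94 to 2.30 in rpd3Δ cells.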

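The largest PS mean in heat shock was -2.18 in wild-type cells, at 10 min, where rpd3Δ cells were at -0.78. These arrays are of the second time course, where the labels give the unstressed strains unlike temperatures. In the first time course the PS means at 5 min were -1.373 in wild-type and -0.475 in rpd3Δ cells. In NaCl the largest wild-type mean was -1.56 and the largest rpd3Δ mean -0.65. The iESR cluster differed by -1.22 between the strains at the heat shock peak. In the first NaCl time course it differed by -1.37 at 30 min and by -1.89 at 60 min. All of these are single arrays per strain.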

PS genes showed almost no transient expression changes, while iESR genes showed reduced expression levels specifically at the peak of the transient phase. 

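In heat shock, RP genes had their largest wild-type mean at 15 min of the first time course, at -2.57, against -1.55 in rpd3Δ cells. In the second time course the strains differed by 0.21 at 10 min and 1.07 at 20 min, but by -0.27 at 5 min. In the H2O2 time course the strains differed by 1.00 at 30 min and 0.88 at 40 min. On the separate 30 min arrays the strains overlapped.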

RP genes also showed diminished expression differences at the peak of the response to heat shock and H_2_O_2 _treatment. Despite the defect in transient ESR expression, the *rpd3Δ *mutant eventually reached near-wild-type expression changes by the end of these time courses. This indicates that Rpd3p is not necessarily required to maintain new steady-state levels of expression in cells acclimated to high temperature or H_2_O_2_, but is critical in producing a large, rapid response to stress.

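At 60 min of heat shock, the last sample, rpd3Δ and wild-type cells differed by -0.03 for PS genes, 0.04 for RP genes and -0.06 for the iESR cluster, as means over 2 time courses. For the cluster the 2 courses went opposite ways, with 0.38 in the first and -0.51 in the second. At 60 min of H2O2 the differences were 0.12, -0.06 and -0.67. At 90 min of NaCl they were 0.61, 0.30 and -1.59. The H2O2 and NaCl values come from 1 array per strain.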

### ESR regulation requires histone deacetylase activity through the Rpd3L complex

We found that the catalytic activity of Rpd3p, as well as modifiable histones and subunits of the Rpd3L complex, were required for proper ESR regulation. 

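Cells carrying rpd3Δ and a plasmid were measured on single arrays, at 20 min of heat shock with RPD3, the empty vector or the rpd3-H150:151A allele, and at 30 min of H2O2 with RPD3 or that allele. Between 4837 and 5903 genes were measured on these arrays. Wild-type cells given trichostatin A or its solvent DMSO were measured on 3 arrays each in heat shock, with 5495 to 5734 genes. The H4KQ strain and its wild type NSY429 were measured on 3 arrays each at 30 min of H2O2, with 4777 to 5980 genes. RPD3 itself was measured on 2 of 2 arrays with the RPD3 plasmid, 2 of 2 with the allele and 0 of 1 with the empty vector. Group means were taken over the ratios as deposited.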

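At 20 min of heat shock, PS genes changed by a mean log2 of -1.06 in rpd3Δ cells with the RPD3 plasmid, -0.53 with the empty vector and -0.51 with rpd3-H150:151A. RP genes changed by -1.22, -1.54 and -1.16, and the listed iESR cluster by 3.79, 2.91 and 2.74. At 30 min of H2O2, with RPD3 and with rpd3-H150:151A, the means were -1.36 and -0.73 for PS genes, -2.35 and -1.81 for RP genes and 2.93 and 2.38 for the iESR cluster. Trichostatin A minus DMSO at 5, 15 and 30 min of heat shock was 0.24, 0.58 and 0.06 for PS genes, -0.29, 0.23 and -0.10 for RP genes, and -0.38, -0.63 and 0.04 for the iESR cluster. There are no replicates, so no test was possible.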

Cells harboring the catalytically inactive *rpd3-H150:151A *protein [32] or treated with the Rpd3p inhibitor trichostatin A displayed the same widespread defect as the *rpd3Δ *strain (Figure S3 in Additional data file 1). A similar defect was observed in cells harboring a mutant histone H4 (H4KQ), in which amino-terminal lysines were changed to glutamine to mimic the acetylated histone state [38] (Figure S3 in Additional data file 1). This effect was particularly clear for PS and iESR genes, although there was only a subtle defect in repression of the RP genes in the H4 mutant strain.

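PS genes changed by -0.65 ± 0.07 (SD, n = 3) in H4KQ and -1.19 ± 0.12 (SD, n = 3) in NSY429 cells, and the listed iESR cluster by 1.40 ± 0.08 (SD, n = 3) and 2.84 ± 0.13 (SD, n = 3). In both groups the arrays of the strains did not overlap (exact permutation test of both sides, p = 0.1 for each, the smallest that 3 arrays against 3 allow, and 0.15 adjusted over 3 groups). With limma, 62 of 5158 genes differed at a false discovery rate under 0.05, 28 higher and 34 lower in H4KQ cells. Without NSY429 replicate 3 the count was 10, and without H4KQ replicate 2 it was 150. Of 999 Rpd3p-affected genes, 31 were among these calls in the direction seen in rpd3Δ cells, 327 at an unadjusted p under 0.05, and 90% had the same sign by any amount.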

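RP genes changed by -1.35 ± 0.02 (SD, n = 3) in H4KQ and -1.46 ± 0.90 (SD, n = 3) in NSY429 cells (exact permutation test of both sides, p = 1.0). The difference of 0.12 changed sign between settings when 1 array was left out, from -0.41 to 0.40. The differences were 0.54 for PS genes and -1.44 for the iESR cluster.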

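Strains lacking PHO23 and RCO1 were each measured on 7 arrays, a time course of 5 samples in H2O2 and 2 further 30 min samples. Between 5014 and 5967 genes were measured on the pho23Δ arrays and between 5204 and 5880 on the rco1Δ arrays. PHO23 (YNL097C) was measured on 7 of 7 pho23Δ arrays, with log2 ratios from -2.23 to -0.41, and RCO1 (YMR075W) on 4 of 7 rco1Δ arrays. All 30 min arrays of the strains were fitted together with limma. On 8 wild-type arrays, 3501 of 5173 genes were affected at a false discovery rate under 0.01. Of these, 1002 were Rpd3p-affected at a false discovery rate under 0.05, 586 repressed and 416 induced in wild-type cells. The rpd3Δ cells differed from wild-type cells in 1187 genes in all, 746 without rpd3 replicate 2 and 778 without rpd3 replicate 3.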

To distinguish between the effects of the different Rpd3p complexes, we characterized the H_2_O_2 _response in cells lacking Pho23p or Rco1p, exclusive members of the Rpd3L and Rpd3S complexes, respectively [21,23,39]. The expression defect seen in the *pho23Δ *mutant, but not the *rco1Δ *cells, was highly similar to that in the *rpd3Δ *mutant. 

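At 30 min of H2O2, pho23Δ cells differed from wild-type cells in 919 genes (limma, false discovery rate under 0.05), in 482 without pho23 replicate 1 and in 552 without pho23 replicate 2. The rco1Δ cells differed in 29, and in between 7 and 14 with 1 of their arrays left out. From each other, pho23Δ and rpd3Δ cells differed in 6 genes. PS genes changed by -0.68 ± 0.06 (SD, n = 3) in pho23Δ and -1.41 ± 0.35 (SD, n = 3) in rco1Δ cells, RP genes by -1.51 ± 0.49 (SD, n = 3) and -2.06 ± 0.95 (SD, n = 3), and the iESR cluster by 2.37 ± 0.31 (SD, n = 3) and 3.35 ± 0.12 (SD, n = 3).

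**Figure D2:**
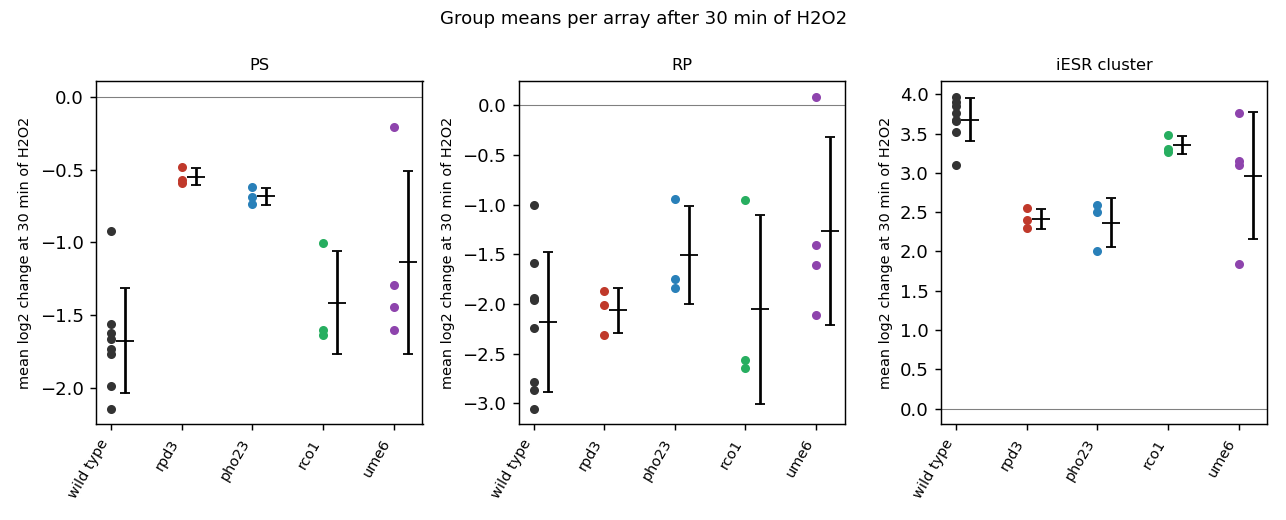
Mean log2 change at 30 min of H2O2 of the PS genes, the RP genes and the listed iESR cluster, by strain. Points are arrays and the bars give the mean and SD.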

Over 80% of Rpd3p-affected genes were equally dependent on Pho23p (R = 0.94, m = 0.98), whereas less than 12% of Rpd3-affected genes showed a partial expression defect in cells lacking *RCO1*. Furthermore, the *pho23Δ *strain showed the same defect in transient expression as the *rpd3Δ *cells (Figure S4 in Additional data file 1). In contrast, the *rco1Δ *cells showed large changes in expression similar to wild type, albeit with a slightly delayed response that is difficult to interpret due to spurious internal transcripts in this mutant [21,23]. Nonetheless, these data show that defects in the magnitude and transience of gene expression can be accounted for by the Rpd3L complex. 

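Of the 1002 Rpd3p-affected genes, 658 (65.7%) differed from wild-type cells in the same direction in pho23Δ cells (limma, false discovery rate under 0.05). Both comparisons share the wild-type arrays, so unchanged groups were simulated against them, which gave a median of 0% and at most 0.094% over 50 draws. With each strain set against separate wild-type arrays the share was 62.4%. It ranged from 42.2% without pho23 replicate 1 to 78.6% without rpd3 replicate 2. The direction matched in 99.1%, against a simulated median of 57.5% and a highest value of 89%. Across these genes, which are not independent replicates, the responses of the strains correlated with r = 0.871 and a slope of 1.01, against simulated medians of 0.702 (highest 0.833) and 1.63 (highest 2.03). Without rpd3 replicate 1 the correlation was 0.738. The differences from wild-type cells correlated with r = 0.954, against a simulated median of 0.152 and a highest value of 0.832. In rco1Δ cells 17 of the genes (1.7%) differed in the same direction, against a simulated median of 0% and a highest value of 0.576%, and 118 at an unadjusted p under 0.05. Simulated with the real strain means, the median was 68.2% for pho23Δ and 5.25% for rco1Δ cells. The simulation thus came near the observed pho23Δ share but not the rco1Δ share, whose bound is uncertain.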

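In the H2O2 time course, without replicates, the PS mean of pho23Δ cells was -0.15, -0.40, -0.62, -0.67 and -0.68 at 10, 20, 30, 40 and 60 min, and its size did not fall by the last sample. At those times the RP mean was -0.17, -0.69, -1.75, -2.18 and -2.75, and the mean of the iESR cluster 1.08, 1.83, 2.01, 1.89 and 1.69. The difference between pho23Δ and rpd3Δ cells was not tested over the time course. From the responses of pho23Δ and rco1Δ cells, the paper reasons that the Rpd3L complex can account for the defects.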

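In rco1Δ cells the PS mean was 0.01, -0.36, -1.01, -1.44 and -1.72 at 10, 20, 30, 40 and 60 min, each from a single array. The RP mean at those times was 0.37, -0.07, -0.96, -1.88 and -3.36, and the mean of the iESR cluster 0.86, 2.12, 3.26, 3.44 and 3.59. The largest values of all 3 groups came at 60 min.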

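Cells lacking UME6 were measured on 4 arrays at 30 min of H2O2, with 4943 to 5718 genes measured. UME6 (YDR207C) was measured on 0 of these. They differed from wild-type cells in 38 of 5172 genes (limma, false discovery rate under 0.05), but in 167 without wt replicate 8 and 209 without ume6 replicate 1. Of 1001 Rpd3p-affected genes, 18 (1.8%) differed in the same direction, against a simulated median of 0% and a highest value of 0.086%, and 325 at an unadjusted p under 0.05. The share was 9.51% without wt replicate 8 and 11.2% without ume6 replicate 1. Simulated with the real strain means, its median was 16.9%, far from the observed 1.8%, so the simulated bound is uncertain here. The sign of the difference matched in 88.1% of these genes, against at most 83.8% in 50 simulations with no change in ume6Δ cells. PS genes changed by -1.14 ± 0.63 (SD, n = 4) and the iESR cluster by 2.96 ± 0.81 (SD, n = 4). On ume6 replicate 4 they changed by -0.21 and 1.83, the smallest changes of the 4 arrays. INO1 (YJL153C) was measured on too few arrays for a test, and changed by 1.72 ± 1.06 (SD, n = 4) in wild-type, -0.48 ± 0.09 (SD, n = 3) in rpd3Δ and -0.49 ± 0.49 (SD, n = 4) in ume6Δ cells.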

Consistent with previous studies [28,40,41], we found few of the Rpd3L-dependent expression changes were dependent on the Ume6p subunit (data not shown), which is thought to recruit the complex to specific loci [24,25,27]. This suggests that other DNA binding proteins may be required for Rpd3L-dependent gene expression changes (see below).

### Representative ESR genes show Rpd3p-dependent changes in chromatin following stress

Previous studies showed Rpd3p physically bound to many ESR-gene promoters during times of stress [28-30]. Global studies probing Rpd3p binding after cold shock (inadvertently inflicted by [28]) and rapamycin treatment [29] showed that promoters of 60% of PS genes (*P *< 10^-32^) and 90% of RP genes (*P *< 10^-20^) were bound by Rpd3p. Few of these regions are bound under standard conditions [29,30]. Roughly 20% of iESR-gene upstream regions were bound by Rpd3p under stress conditions, though this may be an underestimate, since chromatin-remodeling enzymes are difficult to ChIP, particularly during dynamic responses [28]. Consistent with these studies, we found Rpd3p bound upstream of four representative ESR genes (including one PS, one RP, and two iESR genes) after H_2_O_2 _treatment (Figure 2). Three of the targets also showed some Rpd3p binding before stress, and all but the *UBC5 *promoter showed increased Rpd3p binding after H_2_O_2 _treatment. These results were similar to those seen in cold-shock (Figure 2), suggesting that many of the previously observed binding events from [28] also occur during H_2_O_2_ stress.

**Figure 2:**
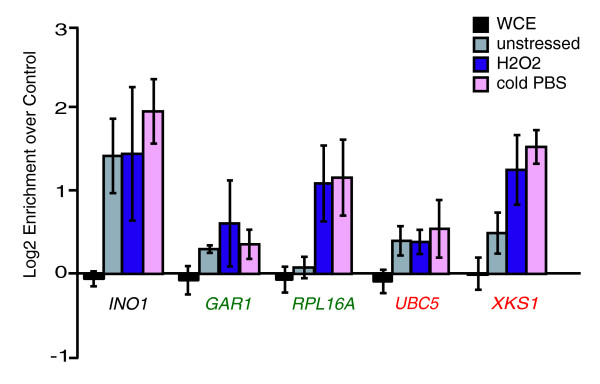
Rpd3p is bound upstream of several target genes after stress. Rpd3-myc binding upstream of several genes (including the positive control *INO1*, PS gene *GAR1*, RP gene *RPL16A*, and iESR genes *UBC5 *and *XKS1*) was assessed using ChIP before and 10 minutes after 0.4 mM H_2_O_2 _treatment or cold phosphate-buffered saline shock (see Materials and methods for details). The log2 enrichment of each fragment recovered from the Rpd3-myc expressing strain versus an untagged control strain is shown, for unstressed cells and cells responding to stress, according to the key on the right. Error bars represent the standard deviation of biological triplicates. The enrichment of each locus in whole-cell extracts (WCE) is shown as a control.

We therefore characterized changes in nucleosome occupancy and H4 acetylation at nucleosomes spanning the same four ESR genes in wild-type, *rpd3Δ *or *pho23Δ *strains using mononucleosome digestion and ChIP of acetylated H4 before and after H_2_O_2 _exposure. The results showed different trends at different genes. Nucleosomes at repressed ESR genes *GAR1 *and *RPL16A *showed Rpd3L-dependent changes in histone deacetylation following H_2_O_2 _treatment. Though wild-type cells showed an approximately three- to eightfold decrease (depending on the gene and nucleosome) in the fraction of acetylated nucleosomes (Figure 3b), both the *rpd3Δ *and *pho23Δ *mutants had a major defect in histone deacetylation across both repressed ESR genes. This defect correlated with the defect in their H_2_O_2_-dependent repression (Figure 3c). 

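GAR1 (YHR089C) changed by -2.92 ± 0.81 (SD, n = 8) in wild-type, -1.09 ± 0.08 (SD, n = 3) in rpd3Δ and -1.22 ± 0.22 (SD, n = 3) in pho23Δ cells at 30 min of H2O2. The difference from wild-type cells was 1.83 (standard error 0.53, adjusted p = 0.0115 by limma) in rpd3Δ and 1.70 (standard error 0.53, adjusted p = 0.0234 by limma) in pho23Δ cells. RPL16A (YIL133C) changed by -2.67 ± 0.90 (SD, n = 8), -2.54 ± 0.38 (SD, n = 3) and -1.69 ± 0.52 (SD, n = 3), and its differences of 0.13 (standard error 0.54, adjusted p = 0.9 by limma) and 0.98 (standard error 0.54, adjusted p = 0.225 by limma) were within the spread of the arrays. In the time course alone, GAR1 was at -3.42, -1.08 and -1.19 at 30 min, and RPL16A at -3.47 in wild-type and -1.72 in pho23Δ cells, with rpd3Δ cells 1.27 above wild-type cells.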

Interestingly, the *rpd3Δ *mutant, and to some extent the *pho23Δ *strain, also had a defect in nucleosome repositioning at these repressed genes: whereas wild-type cells responding to H_2_O_2 _showed a dramatic increase in nucleosome occupancy upstream of *RPL16A*, the *rpd3Δ *mutant showed a major defect in this response (Figure 3a). The *pho23Δ *mutant displayed a weaker defect than the *rpd3Δ *strain, indicating that Pho23p is only partially required for the stress-dependent increase in nucleosome occupancy at this locus. Together with results in Figure 2, this indicates that Rpd3L-dependent histone deacetylation is required for repression of these PS and RP genes.

**Figure 3:**
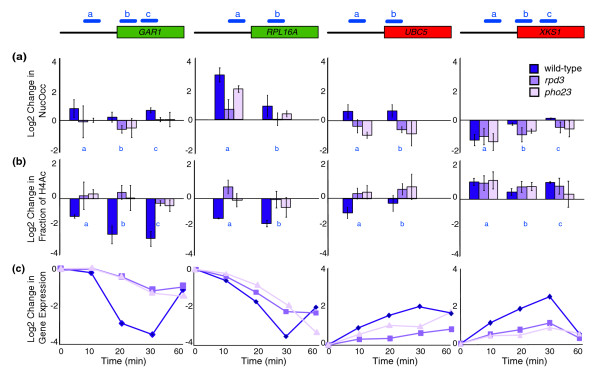
Rpd3p mediates stress-dependent changes in histone acetylation. Changes in nucleosome occupancy (NucOcc) and histone H4 acetylation (H4Ac) at specific nucleosomes (blue bars) spanning representative repressed (green) and induced (red) ESR genes shown in Figure 2 was measured in wild-type, *rpd3Δ *and *pho23Δ *cells responding to 0.4 mM H_2_O_2 _treatment (see Materials and methods for details). The log2 changes in **(a) **nucleosome occupancy and **(b) **fraction of nucleosomes acetylated on H4 following H_2_O_2 _exposure is shown for each gene. Error bars represent the range of two replicates for wild type or the standard deviation of at least three experiments for *rpd3Δ *and *pho23Δ*. H4 acetylation levels were normalized to levels of nucleosome occupancy to capture the change in the fraction of acetylated nucleosomes. **(c) **Expression changes of each gene as measured by microarray experiments at 10, 20, 30, 40, and 60 minutes after H_2_O_2 _treatment in wild-type, *rpd3Δ *and *pho23Δ *cells, according to the key shown.

The two representative iESR genes each displayed a unique profile in chromatin change. Nucleosomes surrounding the transcription start site of the induced gene *UBC5 *displayed decreased histone acetylation in wild-type cells but not the *rpd3Δ *or *pho23Δ *mutants responding to H_2_O_2_. In addition, nucleosome occupancy at these loci increased in wild-type cells, but not the mutants. In contrast, both the promoter and open reading frame of iESR gene *XKS1 *showed increased histone acetylation and nucleosome loss in wild-type cells, with no significant defect in either mutant. Nonetheless, this gene showed approximately threefold weaker induction in the *rpd3Δ *and *pho23Δ *mutants, specifically during the transient phase of expression. This reveals a decoupling of chromatin changes upstream of *XKS1 *and *XKS1 *gene induction in the mutant strains responding to stress, in a manner dependent on direct Rpd3p binding to the region (see Discussion).

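XKS1 changed by 2.30 ± 0.70 (SD, n = 7) in wild-type, 1.11 ± 0.03 (SD, n = 3) in rpd3Δ and 1.07 ± 0.20 (SD, n = 3) in pho23Δ cells at 30 min of H2O2. On the log2 scale the difference was -1.19 (standard error 0.34, adjusted p = 0.0123 by limma) in rpd3Δ and -1.23 (standard error 0.34, adjusted p = 0.0135 by limma) in pho23Δ cells. In the time course, without replicates, it stood at 1.10, 1.91, 2.58, 2.10 and 0.46 in wild-type cells at 10, 20, 30, 40 and 60 min. In rpd3Δ cells it stood at 0.51, 0.71, 1.13, 0.98 and 0.36 and in pho23Δ cells at 0.47, 0.49, 0.96, 1.01 and 0.69. UBC5 changed by 2.06 ± 0.62 (SD, n = 8) in wild-type, 0.80 ± 0.20 (SD, n = 3) in rpd3Δ and 1.29 ± 0.27 (SD, n = 3) in pho23Δ cells on the replicate arrays. Its difference was -1.26 (standard error 0.33, adjusted p = 0.00553 by limma) in rpd3Δ cells and -0.77 (standard error 0.33, adjusted p = 0.104 by limma) in pho23Δ cells, where it was not called.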

### Implication of Rpd3p-dependent and -independent transcriptional regulators

The above results indicate that Rpd3p has different effects at different ESR genes, perhaps due to different regulators functioning at those genes. To identify additional stress-dependent regulators, we systematically analyzed clustered expression data for enrichment of known transcription factor targets or functional gene groups. We manually identified gene clusters in the hierarchically clustered dataset and scored enrichment of Gene Ontology annotations [42], targets of known transcription factors [43], and genes with different upstream *cis*-regulatory elements [44]. This analysis pointed to transcription factors involved in the Rpd3p-dependent and Rpd3p-independent regulation of gene expression (Table S1 in Additional data file 2).

Multiple clusters of Rpd3p-dependent induced genes were enriched for genes with upstream Msn2p and Msn4p binding sites (CCCCT [45,46]), consistent with the known role of Msn2/4p in regulating iESR genes [1,46,47]. 

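The cluster that the supplement links to Msn2/4p holds 57 genes and was chosen by the study on these arrays. At 30 min of H2O2 it changed by 1.91 ± 0.20 (SD, n = 8) in wild-type and 1.61 ± 0.16 (SD, n = 3) in rpd3Δ cells. Its mean in rpd3Δ cells lay closer to 0, or had the opposite sign, in 6 of 9 matched pairs in heat shock, 4 of 5 in H2O2 and 7 of 7 in NaCl.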

Another cluster of Rpd3-dependent repressed genes was heavily enriched for genes with upstream Polymerase A and C (PAC; GCGATGAG) elements and Ribosomal RNA Processing Elements (RRPEs; AAAAWTTTT), known to be enriched in PS genes and previously linked to promoters bound by Rpd3p [1,28,41,48]. 

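The supplement links 2 clusters of 18 and 15 genes to PAC and RRPE elements, and 18 and 12 of these genes are in the PS list. The larger cluster changed at 30 min of H2O2 by -1.96 ± 0.37 (SD, n = 8) in wild-type and -0.19 ± 0.04 (SD, n = 3) in rpd3Δ cells, and the smaller by -1.83 ± 0.37 (SD, n = 8) and -0.21 ± 0.12 (SD, n = 3). For the smaller, wt replicate 8 stood at -1.03 and the other wild-type arrays between -2.25 and -1.72. The mean of the larger lay closer to 0 in rpd3Δ cells, or had the opposite sign, in 9 of 9 pairs in heat shock and 7 of 7 in NaCl. For the smaller this held in 6 of 9 and 7 of 7 pairs. In heat shock the mean of the smaller at the wild-type peak, at 10 min, was -2.52 in wild-type and -0.685 in rpd3Δ cells. The rpd3Δ mean of the largest size, on another array, was -1.83.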

Another cluster was enriched for proteasome genes and genes containing binding sites of the proteasome regulator Rpn4p. These associations raise the possibility that Rpd3p may work with these factors to mediate the observed gene expression changes (see more below).

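The proteasome cluster, 34 genes, changed by 1.10 ± 0.22 (SD, n = 8) in wild-type and 0.97 ± 0.22 (SD, n = 3) in rpd3Δ cells at 30 min of H2O2, within the spread of the arrays. Over the matched pairs, the mean difference between rpd3Δ and wild-type cells was -0.32 in heat shock, -0.33 in H2O2 and -0.29 in NaCl, with the rpd3Δ mean closer to 0 or of opposite sign in 7 of 9, 5 of 5 and 7 of 7 pairs.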

Interestingly, we identified some genes whose expression was conditionally dependent on Rpd3p. Targets of the heat shock transcription factor Hsf1p or the oxidative stress transcription factor Yap1p were only dependent on Rpd3p in response to specific conditions (Figure 4). 

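Full lists of Hsf1p or Yap1p targets are not used here. The supplement links clusters of 8 and 81 genes to Hsf1p and a cluster of 69 genes to Yap1p, all chosen by the study on these arrays. Over the matched pairs, the mean difference between rpd3Δ and wild-type cells was -0.38 in heat shock, -0.33 in H2O2 and -0.39 in NaCl for the smaller Hsf1p cluster. It was -0.16 in heat shock, -0.08 in H2O2 and -0.11 in NaCl for the larger. For the Yap1p cluster it was 0.05 in heat shock, 0.22 in H2O2 and -0.01 in NaCl.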

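In heat shock, the smaller cluster linked to Hsf1p peaked at 3.59 in wild-type and 2.95 in rpd3Δ cells at 5 min, and lay closer to 0 in rpd3Δ cells or had the opposite sign in 7 of 9 pairs. In H2O2 its wild-type peak was 1.92 at 10 min, with 1.00 in rpd3Δ cells, which reached 1.17 at 20 min, and this held in 4 of 5 pairs. In NaCl it peaked at 2.02 in wild-type and 1.32 in rpd3Δ cells at 15 min, where it held in 7 of 7 pairs. The larger cluster peaked at 1.16 in wild-type and 0.99 in rpd3Δ cells at 10 min of heat shock, and its wild-type means of the largest size were 0.19 in H2O2 and -0.31 in NaCl. It lay closer to 0 in rpd3Δ cells or had the opposite sign in 7 of 9, 5 of 5 and 2 of 7 pairs. Its NaCl mean over the pairs was -0.07 in wild-type and -0.18 in rpd3Δ cells, the larger change.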

The majority of Hsf1p targets did not require Rpd3p for induction following heat shock but showed Rpd3-dependent induction in response to H_2_O_2 _and NaCl treatment (Figure 4a). Similarly, induction of Yap1p targets (Figure 4b) was independent of Rpd3p in response to H_2_O_2_, while a subset induced with the ESR required Rpd3p for full induction following heat shock and salt stress only. 

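The cluster linked to Yap1p peaked in H2O2 at 1.86 in wild-type cells at 20 min, with 1.84 in rpd3Δ cells, and at 1.89 in rpd3Δ cells at 30 min. It was closer to 0 in rpd3Δ cells or of opposite sign in 1 of 5 pairs. At 60 min it stood at 0.51 and 1.06. Its wild-type mean of the largest size was 0.19 in heat shock and -0.33 in NaCl.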

Hsf1p and Yap1p are known to be condition-specific regulators of subsets of iESR genes, functioning during heat shock and oxidative stress, respectively (reviewed in [11]). Under other conditions, many of these genes are regulated by Msn2/4p. Our observations are consistent with the model that Hsf1p and Yap1p function independently of Rpd3p to regulate gene induction, whereas Msn2/4p act in an Rpd3p-dependent manner.

**Figure 4:**
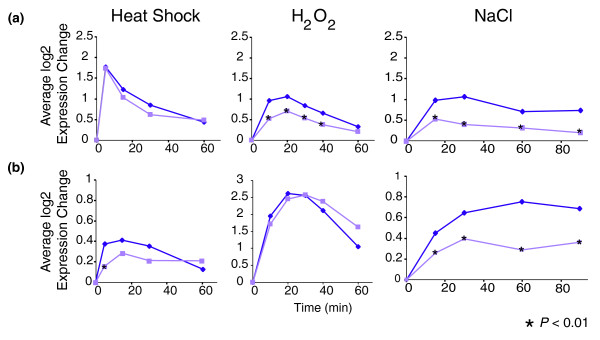
Targets of Hsf1p and Yap1p show conditional dependence on Rpd3p. The average expression of **(a) **Hsf1p targets [14] or **(b) **Yap1p targets [1] was plotted for wild-type (dark purple) and *rpd3 *(light purple) cells responding to heat shock (left panels), H_2_O_2 _treatment (middle panels), or NaCl exposure (right panels) as described in Materials and methods. Time points with smaller expression changes in *rpd3Δ *cells (*P *< 0.01, paired *t*-test) are indicated with an asterisk.

### Rpd3p is required for normal Msn2p binding and transcription initiation

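At 30 min of H2O2, msn2Δ msn4Δ and msn2Δ msn4Δ rpd3Δ cells were measured on 3 arrays each, with 4840 to 5713 genes measured, and entered the limma fit of the 30 min arrays. MSN2 (YMR037C) was measured on 1 of 3 arrays of each strain. MSN4 (YKL062W) was measured on all 3, with mean log2 ratios of 1.12 and 0.72, so its spot does not show the deletion. From wild-type cells, msn2Δ msn4Δ cells differed in 239 genes, 68 higher and 171 lower, and the triple mutant in 1582. The first count was 525 without wt replicate 8, 600 without msn2_msn4 replicate 1 and 98 without msn2_msn4 replicate 2. The classes of genes were taken from the supplement, where the study chose them on these arrays.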

To investigate the link between Msn2/4p and Rpd3p function, we measured genomic expression in strains lacking *RPD3*, *MSN2*/*MSN4*, or *MSN2*/*MSN4*/*RPD3 *as cells responded to H_2_O_2_. Interestingly, genes fell into different categories depending on their expression defect (Figure 5). 

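The 101 genes that the supplement lists as alike in their dependence on Rpd3p and Msn2/4p changed at 30 min of H2O2 by 1.24 ± 0.23 (SD, n = 8) in wild-type, 0.59 ± 0.12 (SD, n = 3) in rpd3Δ, 0.65 ± 0.15 (SD, n = 3) in msn2Δ msn4Δ and 0.33 ± 0.04 (SD, n = 3) in triple mutant cells. Each triple mutant array lay below each array of rpd3Δ and of msn2Δ msn4Δ cells, a difference that was not tested. On wt replicate 8 the mean was 0.75, and on the other wild-type arrays it lay between 1.16 and 1.49. TSA2 (YDR453C), measured on too few arrays for a test, changed by 5.78 ± 0.65 (SD, n = 6) in wild-type and 5.29 ± 1.04 (SD, n = 3) in msn2Δ msn4Δ cells, and by 5.51 on the only rpd3Δ array that measured it.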

One class of genes was equally dependent on Rpd3p and Msn2/4p for induction, with no additional defect in the triple mutant (Figure 5a). 

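For 42 listed genes with the stronger dependence on Msn2/4p, the mean change was 3.51 ± 0.49 (SD, n = 8) in wild-type, 2.29 ± 0.14 (SD, n = 3) in rpd3Δ, 0.83 ± 0.06 (SD, n = 3) in msn2Δ msn4Δ and 0.45 ± 0.06 (SD, n = 3) in triple mutant cells. For 65 genes listed as affected additively it was 2.27 ± 0.29 (SD, n = 8) in wild-type, 1.24 ± 0.17 (SD, n = 3) in rpd3Δ, 1.04 ± 0.13 (SD, n = 3) in msn2Δ msn4Δ and 0.31 ± 0.07 (SD, n = 3) in triple mutant cells, and wt replicate 8 stood apart at 1.62. DDR2 (YOL052C-A) changed by 6.79 ± 0.38 (SD, n = 8) in wild-type cells, and differed from this by -0.54 (standard error 0.50, adjusted p = 0.492 by limma) in rpd3Δ and -1.38 (standard error 0.50, adjusted p = 0.101 by limma) in msn2Δ msn4Δ cells. YGP1 (YNL160W) changed by 3.62 ± 0.63 (SD, n = 8) in wild-type cells, and differed from this by -1.53 (standard error 0.42, adjusted p = 0.00836 by limma) in rpd3Δ and -0.76 (standard error 0.42, adjusted p = 0.291 by limma) in msn2Δ msn4Δ cells. With 1 array of the mutant left out in turn, the msn2Δ msn4Δ difference ranged from -2.02 to -0.76 for DDR2 and from -1.045 to -0.417 for YGP1. The rpd3Δ difference ranged from -0.68 to -0.32 for DDR2 and from -1.66 to -1.39 for YGP1. In unstressed cells YGP1 stood 1.74 higher in rpd3Δ than in wild-type cells (standard error 0.44, adjusted p = 0.101 by limma). Whether this accounts for its smaller rise under stress was not tested.

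**Figure D3:**
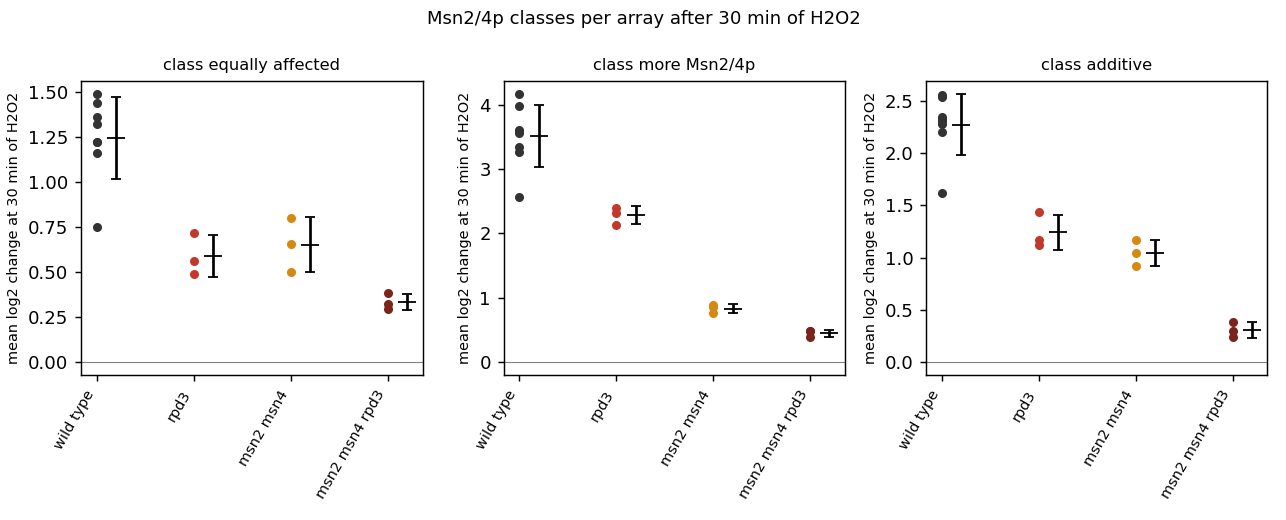
Mean log2 change at 30 min of H2O2 of the genes of the listed classes, by strain. Points are arrays and the bars give the mean and SD.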

A second class required both sets of factors but was more dependent on Msn2/4p (Figure 5b), while a third class suggests redundant function of Rpd3p and Msn2/4p at these genes (Figure 5c). The latter group was enriched for genes involved in carbohydrate metabolism (*P *< 10^-8^) and trehalose synthesis (*P *< 10^-5^), suggesting functional relevance of the categorization. A fourth class of genes was dependent only on Rpd3p (data not shown), indicating that additional Rpd3p-dependent transcription factors are required for proper initiation of the ESR (including Rpn4p and others). 

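The 252 genes listed as dependent only on Rpd3p changed by 1.40 ± 0.17 (SD, n = 8) in wild-type, 0.50 ± 0.05 (SD, n = 3) in rpd3Δ, 1.10 ± 0.12 (SD, n = 3) in msn2Δ msn4Δ and 0.47 ± 0.08 (SD, n = 3) in triple mutant cells. Of 416 induced genes that were Rpd3p-affected by limma, 344 were not called in msn2Δ msn4Δ cells. HOR7 (YMR251W-A) changed by 2.46 ± 0.54 (SD, n = 7) in wild-type cells, and differed from this by -1.34 (standard error 0.45, adjusted p = 0.0307 by limma) in rpd3Δ and -0.12 (standard error 0.39, adjusted p = 0.878 by limma) in msn2Δ msn4Δ cells. With each msn2Δ msn4Δ array left out in turn, the difference of that strain ranged from -0.74 to 0.62. HOR7 was measured on 2 of 3 rpd3Δ arrays. In pho23Δ cells it differed from wild-type cells by 0.165 (standard error 0.385, adjusted p = 0.819 by limma). Unstressed rpd3Δ cells had 1.16 more of it than wild-type cells (standard error 0.16, adjusted p = 0.0385 by limma). Whether this accounts for its smaller rise under stress was not tested.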

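The 31 genes listed as dependent on Msn2/4p alone changed by 1.95 ± 0.26 (SD, n = 8) in wild-type, 1.55 ± 0.19 (SD, n = 3) in rpd3Δ, 0.90 ± 0.26 (SD, n = 3) in msn2Δ msn4Δ and 0.72 ± 0.11 (SD, n = 3) in triple mutant cells. On wt replicate 8 the mean was 1.34. By limma, 68 Msn2/4p-dependent induced genes were not called in rpd3Δ cells. Of these, 61 (89.7%) were lower by any amount in rpd3Δ than in wild-type cells. With rpd3Δ cells simulated as unchanged against the same wild-type arrays, the median was 55.9% and the highest value 96.4%, so the observed share was within the simulated range. YPR127W changed by 2.32 ± 0.36 (SD, n = 8) in wild-type cells, and differed from this by -0.07 (standard error 0.22, adjusted p = 0.852 by limma) in rpd3Δ and -1.06 (standard error 0.22, adjusted p = 0.0029 by limma) in msn2Δ msn4Δ cells. In pho23Δ cells it differed by -0.82 (standard error 0.22, adjusted p = 0.00825 by limma). In the time course, without replicates, its rpd3Δ difference was -0.30, -0.76, -0.48, -0.59 and -0.59 at 10, 20, 30, 40 and 60 min.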

Importantly, a fifth group of genes was dependent only on Msn2/Msn4p (data not shown), which underscores that the Rpd3p-dependent defect in iESR-gene induction is not simply caused by failure to activate Msn2/4p, consistent with microscopy data (Figure S2 in Additional data file 1). Thus, most but not all of Msn2/4p-dependent genes require Rpd3p for full induction, and these targets show qualitative differences in their dependence.

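Of 140 induced genes that were lower in msn2Δ msn4Δ cells (limma, false discovery rate under 0.05), 72 (51.4%) were also lower in rpd3Δ cells. Unchanged groups simulated against the same wild-type arrays gave a median of 0% and at most 1.93%. Without rpd3 replicate 1 the share was 33.9%, the lowest with 1 array of either strain left out, and without msn2_msn4 replicate 2 it was 63%. Without wt replicate 8 the Msn2/4p-dependent genes numbered 240, and without msn2_msn4 replicates 1, 2 and 3 in turn 244, 73 and 81. From these classes, the paper concludes that most Msn2/4p-dependent genes need Rpd3p for full induction.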

**Figure 5:**
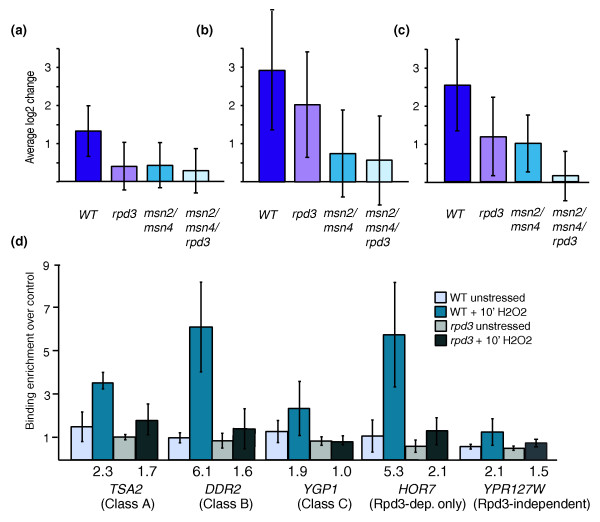
Rpd3p is required for proper Msn2/4p action. **(a-c) **Gene expression measured in wild-type (WT), *rpd3Δ*, *msn2Δ */*msn4Δ*, and *msn2Δ */*msn4Δ */*rpd3Δ *cells treated with 0.4 mM H_2_O_2 _for 30 minutes. Average log_2 _expression changes of (a) 215 genes equally affected by deletion of *RPD3*, *MSN2*/*MSN4*, or *MSN2*/*MSN4*/*RPD3*, (b) 83 genes affected more by deletion of *MSN2*/*MSN4 *than *RPD3*, and (c) 103 genes that display additive dependence on *RPD3 *and *MSN2*/*MSN4*. The standard deviation of the genes' expression is shown for each gene group. **(d) **Msn2p binding before and 10 minutes after 0.4 mM H_2_O_2 _treatment in wild-type and *rpd3Δ *cells, according to the key for: *TSA2 *(from (a)), *DDR2 *(from (b)), *YGP1 *(from (c)), *HOR7 *(dependent on Rpd3p only), and *YPS127W *(dependent on Msn2/4p but not Rpd3p). Fold-change in Msn2p occupancy between stressed and unstressed cells is listed below each plot. Error bars represent the standard deviation of triplicate experiments.

These results suggest Rpd3p may be required for Msn2/4p action during gene induction. We therefore measured Msn2p binding upstream of genes representing each category above in wild-type and *rpd3Δ *cells responding to H_2_O_2 _(Figure 5d). While none of the promoters tested showed Msn2p bound before stress, as expected, wild-type cells showed an increase in Msn2p promoter binding that was defective in the *rpd3Δ *strain at most targets, regardless of class. The exception was *YPR127W*, an Msn2p-dependent but Rpd3p-independent target, which showed no significant defect in Msn2p binding in the *rpd3Δ *strain. Thus, Rpd3p was required for Msn2p binding upstream of targets that showed dependence on Rpd3p for induction.

It is important to note that over half the H_2_O_2_-induced gene expression changes were not affected by *RPD3 *deletion or *MSN2*/*4 *deletion. This underscores that Rpd3p is not universally required for all gene expression changes in response to stress, and shows that the defect in expression is not due to a gross alteration in the *rpd3Δ *mutant's response.

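Of the genes affected in wild-type cells at 30 min of H2O2, 2364 of 3501 were called neither in rpd3Δ nor in msn2Δ msn4Δ cells by limma, and 1268 of these were induced. The share lay between 61.9% and 77.2% with 1 array of either strain left out.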

### Rpd3p is required for ESR suppression following stress relief

That Rpd3p is implicated in both gene induction and repression following stress treatment raised the possibility that Rpd3p participates in the reciprocal regulation of the same genes during stress relief, when the ESR is suppressed. To test the role of Rpd3p in ESR suppression, we measured gene expression in wild-type and *rpd3Δ *cells acclimated to 37°C as cells were returned to 25°C. Strikingly, the *rpd3Δ *strain had a significant defect in ESR suppression during stress relief (Figure S5 in Additional data file 1): whereas wild-type cells rapidly repressed expression of iESR genes in response to stress relief, *rpd3Δ *cells displayed a significantly weaker response. Similarly, induction levels of PS genes were significantly smaller in the *rpd3Δ *strain compared to the wild-type cells recovering from stress. 

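Cells acclimated to 37°C and returned to 25°C were measured on 7 arrays per strain in 2 time courses, with 5063 to 6115 genes measured. By the rules used for the stresses, 1545 of 5330 genes were affected in wild-type cells and 742 of these (48%) were Rpd3p-affected. All of these calls came from the fold rule, since limma's F test called 0 genes, with 1476 at an unadjusted p under 0.05. On simulated data with 200 changed genes, 85% of the fold rule's calls were false. With 1 time course turned it called 284 genes, against 807 unturned. The listed iESR cluster fell furthest at 40 min, to -3.01 in wild-type and -1.86 in rpd3Δ cells. In 7 of 7 matched pairs its mean in rpd3Δ cells lay closer to 0 or had the opposite sign. With 2 cultures per strain, no permutation test can reach a p under 0.05.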

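The PS mean rose furthest at 20 min, to 0.98 in wild-type and 0.37 in rpd3Δ cells. It lay closer to 0 in rpd3Δ cells or had the opposite sign in 6 of 7 pairs, with a mean difference of -0.36. At 60 min the means were 0.18 and 0.21.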

Consistent with results presented above, the RP genes were distinct in that induction upon stress relief was only mildly affected by *RPD3 *deletion. These results suggest that Rpd3p is not exclusively required for the repression or for the induction of the ESR genes but instead is required for proper changes in the genes' expression regardless of the directionality of the change.

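In wild-type cells the RP mean rose furthest at 20 min, to 0.77, with 0.38 in rpd3Δ cells, which reached 0.43 at 40 min. The mean difference over the pairs was -0.20. Among RP genes the Rpd3p-affected numbered 20 of 102 affected in wild-type cells (19.6%), among PS genes 115 of 222 affected in wild-type cells (51.8%) and in the iESR cluster 23 of 24 affected in wild-type cells (95.8%).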

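Over the matched pairs of heat shock, the PS mean was -1.03 in wild-type and -0.47 in rpd3Δ cells, and over those of stress relief 0.59 and 0.23. The iESR cluster stood at 3.25 and 2.45 in heat shock and at -1.64 and -0.81 in stress relief. From the smaller changes in both directions, the paper proposes that Rpd3p is needed for changes whichever way they go.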

## Discussion

Our results reveal that Rpd3p is required for many stress-dependent gene expression changes, particularly genes in the yeast ESR. We show that Rpd3p and the Rpd3L subunit Pho23p (but not the Rpd3S component Rco1p), as well as Rpd3p catalytic activity and modifiable histones, are required to produce these effects. Rpd3p binds directly to promoters of representative ESR genes, indicating that the Rpd3-dependent changes in chromatin structure that we see are direct at these promoters. Furthermore, the observed defects in iESR induction correlate with decreased Msn2p binding at candidate promoters in the *rpd3Δ *strain. Together with previous global studies of Rpd3p localization [28-30], these results indicate that Rpd3L acts directly at many ESR genes to mediate transient changes in gene expression. The defect in stress-activated expression leads to a corresponding defect in acquired stress resistance (Figure S6 in Additional data file 1), similar to that we have previously shown in cells lacking Msn2p and/or Msn4p [3]. Thus, Rpd3p is an important cofactor in initiating the ESR. Models for how Rpd3p fits into the ESR regulatory network are discussed below.

### Role of Rpd3p in ESR initiation under diverse stress conditions

Rpd3p likely acts with distinct transcription factors at different classes of ESR promoters. PS genes are heavily enriched for upstream PAC elements (GCGATGAG) and RRPEs (AAAAWTTTT) [1,48], which have also been linked to Rpd3p binding [28]. Recently, the binding proteins of both elements have been identified and linked to PS expression. PAC is bound by Dot6p and Pbs1p [49,50], and deletion of the two genes leads to defective PS gene repression in response to heat shock [50]. The RRPE binding factor was recently identified as Stb3p, which interacts with the Sin3p subunit of Rpd3p complexes [51,52] and is required for PS gene induction upon starvation relief but represses PS gene transcription when overexpressed (D Liko and W Heideman, personal communication). Although we found no expression defect in an *stb3Δ *mutant responding to stress (data not shown), the link between Stb3p, Sin3p/Rpd3p, and RRPEs suggests that the proteins function together at this regulatory motif to affect PS gene expression.

Rpd3p has a distinct role in repressing RP genes, since their expression was mildly Rpd3L-dependent under certain conditions only. Nonetheless, we found that Rpd3p moves to the promoter of *RPL16A *upon H_2_O_2 _treatment (Figure 2), as previously found in response to cold shock [28,30], and is required for normal histone deacetylation and nucleosome deposition/repositioning (Figure 3). Rpd3p has previously been linked to RP gene repression after rapamycin treatment [29,53,54], although we found no requirement for the proposed repressor Crf1p (data not shown) [55]. We have, however, found a requirement for the ATP-dependent nucleosome-remodeling complex, RSC, which is important for proper nucleosome organization upstream of many genes [49]. RSC mutants have increased RP expression in the absence of stress [56], while cells lacking Rsc1p fail to fully repress RP expression and, to some extent, PS gene expression upon H_2_O_2 _treatment (our unpublished data). Like Rpd3p, RSC binds RP promoters in a condition-specific manner [57]. Thus, Rpd3p and RSC may function in parallel pathways at these genes. Interestingly, stress-dependent changes in nucleosome occupancy at *RPL16A *were only partially dependent on Pho23p, raising the possibility that Rpd3L functions partially independently of Pho23p or that Rpd3p is acting through multiple complexes, at least one of which does not require Pho23p [20-23].

The role of Rpd3L at iESR genes is less clear; however, our ChIP experiments suggest four general models for how Rpd3p may affect gene induction. The first is that some iESR genes may be indirectly affected by Rpd3L activity, particularly those for which there is no evidence of Rpd3p binding in response to stress. The second model is that Rpd3p plays an important and direct role in repressing iESR expression in the absence of stress, since Rpd3p binds directly to the promoters of *UBC5 *and *XKS1 *before stress (Figure 2) and these genes (plus nearly half of iESR genes) show slight derepression under normal conditions (Figure 1). This model is not incompatible with separate roles for Rpd3p in regulating stress-dependent expression changes, demonstrated by *UBC5 *and *XKS1*. At the *UBC5 *promoter, Rpd3p directly deacetylates promoter-based histones to mediate gene induction. This is consistent with results of De Nadal *et al*. [32], who showed Rpd3-dependent histone deacetylation is required for polymerase recruitment. In contrast, H_2_O_2_-dependent chromatin changes at *XKS1 *were not detectibly dependent on Rpd3L, despite increased Rpd3p binding upon treatment. The *rpd3Δ *mutant ultimately induced *XKS1 *to levels higher than wild type, but with a major defect in the normal transient burst of expression. Thus, the changes in histone acetylation did not lead to normal gene induction. One possibility is that gene induction triggered by H_2_O_2 _requires proper Rpd3-dependent promoter architecture before stress; alternatively, Rpd3p may play a role late in gene induction, after active nucleosome acetylation, as previously proposed for DNA damage-responsive genes [34].

We also show that Rpd3p activity is required for normal Msn2p binding to representative promoters. This is reminiscent of the requirement of Rpd3p for nucleosome displacement and Upc2p binding at the promoters of hypoxia-regulated genes [33]. The exact mechanism of Rpd3p involvement at Msn2/4p targets is unclear; however, Lindstrom *et al*. [58] recently showed that Msn2/4p activity is inhibited by NuA4-dependent histone acetylation. This raises the possibility that histone deacetylation by Rpd3p counteracts the inhibitory effects of NuA4-dependent acetylation to allow Msn2p binding and gene induction. That different targets of Msn2/4p and Rpd3p show distinct sensitivities to the factors' deletion again implies distinct regulatory mechanisms for the different subclasses of targets. Understanding the differences in regulation will be an interesting area of future investigation.

### Rpd3p functions as a 'general-stress' co-factor in the ESR regulatory network

The ESR regulatory network consists of condition-specific regulators - those that only regulate ESR expression under specific circumstances - as well as 'general-stress' factors (such as Msn2/4p) that function under a wide variety of conditions. Our results suggest Rpd3p acts with the 'general-stress' set of ESR regulators at iESR and PS genes. Rpd3L is required for proper expression of these genes in response to numerous stresses (Figure 1). Furthermore, Msn2/4-dependent induction, but not condition-specific regulation by Hsf1p and Yap1p, requires Rpd3p (Figures 4 and 5). Like Msn2/4p, the 'general stress' role of Rpd3p persists despite the involvement of different upstream regulators under different conditions. For example, De Nadal *et al*. [32] showed that Rpd3p is recruited to numerous iESR promoters in a manner dependent on the Hog1p kinase following salt stress but independent of Hog1p after heat shock. Thus, the involvement of Rpd3p, and the transcription factors it interacts with at these promoters, is controlled by different upstream signaling pathways under different environments. It will be interesting to decipher the mechanisms by which Rpd3p associates with stress-activated transcription factors despite distinct, condition-specific upstream pathways.

### Rpd3p is required for the transient phase of stress-activated gene expression changes

This study also demonstrates the importance of histone modification in mediating rapid and transient responses to environmental changes. The Rpd3L complex is particularly important in producing the large, rapid expression changes during the period of stress acclimation. The transient expression changes produced by acute stress treatment are qualitatively distinct from continuous expression changes seen under different nutrients. However, Rpd3p can affect the rapid kinetics of both types of expression responses. Upon phosphate limitation, cells lacking *RPD3 *showed delayed induction of *PHO5 *but eventually altered expression similar to wild-type cells [59]. Interestingly, a similar effect was reported in cells lacking the histone acetyltransferase Gcn5p, which also showed delayed induction of metabolic genes [60]. These results reflect that changes in chromatin states, mediated by both deacetylases and acetyltransferases, are particularly important for rapid kinetics of gene-expression changes in response to variable environments. Consistently, we found that *rpd3Δ *cells display defects in reciprocal expression changes of the same genes upon stress exposure as well as stress relief. Dynamic and successive alterations in histone modification are crucial in producing proper transcriptional changes (for example, [61-67]). Elucidating the dynamics of chromatin changes upon stress treatment will continue to shed light on the dynamics of stress-dependent gene expression changes.

## Conclusions

Rpd3p is an important co-factor in the regulatory network that controls ESR gene expression in response to stress, working with different factors at different subsets of ESR genes. Many questions remain about the mechanistic details of Rpd3p action at these promoters. While future studies will be required to dissect the precise mechanism of Rpd3p in regulating these genes, this work contributes to our understanding of the ESR regulatory network and provides an avenue for identifying additional factors that work with Rpd3p in regulating the ESR.

## Materials and methods

### Strains and growth conditions

Strains used in this study are listed in Table S2 in Additional data file 3. *PHO23 *and *RCO1 *deletion strains were purchased from Open Biosystems (Huntsville, AL, USA), and each deletion was verified by PCR. The *rpd3Δ *and *msn2Δ msn4Δ rpd3Δ *strains were constructed by homologous recombination to replace *RPD3 *with *KANMX *or *LEU2 *in BY4741 or AGY0249, respectively. Unless otherwise noted, cells were grown at 30°C in YPD medium. Although the growth rate of the *rpd3Δ *strain is approximately 1.5-fold slower than wild type, this cannot explain the observed expression defects, since the mutant phenotypes are recapitulated by the *pho23Δ *mutant, whose doubling rate is indistinguishable from wild type.

### Cell collection for microarray analysis

Cells were grown approximately three doublings to an optical density (OD_600_) of approximately 0.6 to 0.8 and a sample was collected for the unstressed control, as previously described [68]. Basal expression in *rpd3Δ *versus wild type was measured in triplicate. For heat shock time courses, cells were grown at 25°C, filtered and resuspended in 37°C YPD. Aliquots were collected at 5, 15, 30, 45, and 60 minutes (time course HS_1) or at 5, 10, 20, 30, and 60 minutes (time course HS_2) as previously described [68]. For the H_2_O_2 _experiments, peroxide was added to 0.4 mM and cells were collected at 10, 20, 30, 40, and 60 minutes (time course H_2_O_2__1) or at 30 minutes for single-time point experiments, done in triplicate. For sodium chloride (NaCl) time courses, NaCl was added to 0.75 M and cells were collected at 15, 30, 60, and 90 minutes (time course NaCl_1) or at 30, 45, and 60 minutes (time course NaCl_2). Experiments probing the catalytically inactive *rpd3 *[32] were done in SC-leucine. The catalytically inactive *rpd3 *plasmid and the histone H4KQ mutant [38] strain were generously provided by F Posas and R Morse, respectively.

Wild-type cells were also exposed to heat shock with and without exposure to 10 μM trichostatinA (Sigma-Aldrich, St Louis, MO, USA), added 15 minutes before and throughout shock. For stress relief, cells grown at 37°C were collected by centrifugation, resuspended in 25°C YPD, and collected at 5, 10, 20, and 40 minutes (time course RH_1) or 10, 40, and 60 minutes (time course RH_2).

### Microarrays and genomic analysis

Total RNA extraction, cDNA synthesis and labeling were performed as previously described [3,68], using Superscript RT III (Invitrogen, Carlsbad, CA, USA), amino-allyl dUTP (Ambion, Austin, TX, USA) and NHS-ester cyanine dyes (Flownamics, Madison, WI, USA). Microarray data are available in the NIH Gene Expression Omnibus database with the access number [GEO:GSE9108].

Microarray data were analyzed by average-linkage hierarchical clustering, using the programs Cluster and Java-Treeview [69] as previously described [1]. Genes affected in wild-type cells were defined based on triplicate single-time-point measurements [70,71] or based on time courses [72] if *q *< 0.01 or if expression was altered more than 1.5-fold in at least two time points from replicate experiments. Genes affected in deletion strains were identified similarly, except the *q*-value cutoff was relaxed to 0.05.

### Chromatin immunopreciptation and quantitative PCR

Rpd3-myc and Msn2p ChIP experiments were done as previously described [73]. Briefly, cells were grown as described above and were either untreated or exposed to 0.4 mM H_2_O_2 _for 10 minutes, or washed twice with cold phosphate-buffered saline for the cold-shock control then exposed to 1% formaldehyde for 30 minutes (Rpd3-myc) or 45 minutes (Msn2 ChIPs) at 25°C. Cells were flash frozen, resuspended, and lysed; isolated chromatin was sonicated to an average size of approximately 400 bp. Protein (2.0 mg) was incubated with 5 μl anti-c-myc (9E11, Abcam (Cambridge, MA, USA) ab-56) or 15 μl anti-Msn2 (y-300, Santa Cruz (Santa Cruz, CA, USA) sc-33631) antibody overnight at 4°C. For chromatin ChIP, cells were exposed to 0.4 mM H_2_O_2 _for 20 minutes, cross-linked as above, then digested to spheroplasts with zymolyase (Seikagaku Biosystems, Tokyo, Japan) for 60 minutes at 30°C and treated with micrococcal nuclease (Worthington Biochemical, Lakewood, NJ, USA) for 20 minutes at 37°C to isolate mononucleosomes. This sample measured total nucleosome occupancy; in addition, 1.5 mg protein was mixed with 3 μl anti-acetylated H4 (Upstate 06-866 (Millipore, Billerica, MA, USA)) to immunoprecipitate acetylated histone H4. DNA purified from each sample was amplified [74] and converted to cDNA using SuperScript III (Invitrogen). All ChIPs were done in triplicate and quantified by real-time quantitative PCR reactions, using Sybrgreen Jumpstart Taq (Sigma-Aldrich, St Louis, MO, USA) and an Applied Biosystems 7500 detector (Foster City, CA, USA). Each ChIP PCR was normalized to a control fragment between *YEL073C *and *YEL072W *on chromosome V as previously described [75]. Apparent histone acetylation levels were normalized to nucleosome occupancy at each locus to report the fraction of acetylated nucleosomes. Primers were designed to span approximately 75 bp regions within positioned nucleosomes [76] and data not shown) and were validated by amplifying genomic DNA; primer sequences are available upon request.

## Abbreviations

ChIP: chromatin immunoprecipitation; ESR: environmental stress response; iESR: induced ESR; PAC: Polymerase A and C; PS: protein synthesis; RP: ribosomal protein; RRPE: Ribosomal RNA Processing Element.

## Authors' contributions

AAO conducted microarray analysis, data analysis, and wrote the manuscript. DJH conducted microarray analysis, ChIP studies, microscopy, data analysis, and wrote the manuscript. MS conducted reciprocal heat shift time-courses (Figure S5 in Additional data file 1), and SN carried out acquired stress experiments (Figure S6 in Additional data file 1). DP and JLW assisted in experimental setup, RNA preparation, and strain construction. APG carried out data analysis and wrote the manuscript.

## Additional data files

The following additional data are available with the online version of this paper: six supplemental figures (Figures S1 to S6; Additional data file 1); Table S1, showing enrichment of functional categories and transcription factor targets in gene groups taken from clustered expression data (Additional data file 2); Table S2, listing strains used in this study (Additional data file 3).

## Supplementary Material

Additional data file 1 Figure S1: Basal expression in *rpd3Δ *cells does not account for stress-dependent expression defects. Gene expression in unstressed *rpd3Δ *versus wild type (average of triplicate experiments) and for wild-type and *rpd3Δ *cells responding to stress is shown as in Figure 1. The middle panel shows the differences between wild-type and *rpd3Δ *expression where yellow represents higher transcript abundance (that is, weaker repression) and blue indicates lower transcript abundance (that is, weaker induction) in the *rpd3Δ *mutant. The right panel shows the difference between transcript abundance in wild-type and *rpd3Δ *cells after adjusting for the basal expression differences in unstressed cells. These data show that the observed defect in ESR initiation in the *rpd3Δ *strain is not due to the possibility that basal expression of the ESR genes already reflects the 'ON' state of the program. First, genes repressed in the ESR show little discernable difference in basal expression in *rpd3Δ *versus wild-type cells. Second, although a subset of the iESR genes are subtly derepressed (approximately 1.5-fold) in untreated *rpd3Δ *cells, the mutant still displays lower absolute transcript levels relative to wild-type at the peak of the expression response (right panel). Third, the *rpd3Δ *mutant ultimately alters expression comparable to the expression changes in wild-type cells, resulting in higher absolute transcript levels for these iESR genes in acclimated *rpd3Δ *cells compared to acclimated wild-type cells, particularly in response to heat shock and H_2_O_2 _treatment (right panel and data not shown). Finally, almost half the iESR genes show no significant difference in basal expression (within 1.3-fold of wild-type and *P *> 0.01) but are still induced to lower peak levels than in wild-type cells. Thus, the defect in stress-dependent expression changes seen in the *rpd3Δ *strain is not accounted for by basal expression differences across all ESR genes, although these results suggest that Rpd3p is required to suppress some iESR genes in the absence of stress.
Figure S2: Msn2 localizes to the nucleus upon stress treatment in cells lacking Rpd3p. Msn2p localization in wild-type and *rpd3Δ *cells responding to H_2_O_2 _treatment was scored, in cells transformed with a plasmid constitutively expressing Msn2-green fluorescent (GFP) protein obtained from T Tsukiyama [6,58]. **(a) **Percent of cells with nuclear Msn2p localization at several time points after H_2_O_2 _treatment in wild-type and *rpd3Δ *cells according to the key. **(b) **Examples of cytoplasmic and nuclear Msn2-GFP before and after stress. Nuclear Msn2p is indicated with an arrow.
Figure S3: Rpd3p catalytic activity and modifiable histone H4 are required for ESR expression in response to stress. The average expression and standard deviation of genes in the PS, RP, and iESR gene groups is shown as cells responded to **(a) **25°C to 37°C heat shock or **(b) **0.4 mM H_2_O_2 _treatment. Plots represent the response of *rpd3Δ *cells harboring plasmid-borne *RPD3 *(left), the blank vector (middle), or the catalytically inactive allele *rpd3-H150:151A *(right) according to the key. **(c) **Gene expression was also measured in wild-type cells responding to 25°C to 37°C heat shock, with and without pretreatment with 10 μM trichostatin A. The average log_2 _expression change of genes in each group is plotted for treated and untreated cells. Time points with smaller expression changes in the trichostatin A-treated cells (*P *< 0.01, paired *t*-test) are indicated with an asterisk. The effect of trichostatin A is less severe than RPD3 deletion or mutation (a, b), although still statistically significant, likely due to incomplete inhibition of Rpd3p by the drug. Each plot represents the standard deviation of expression of genes in the group (not error). **(d) **Expression of the PS, RP, and iESR genes is shown for wild-type, *rpd3Δ*, *pho23Δ*, and H4KQ cells responding to 0.4 mM H_2_O_2 _treatment, as described in Figure 1. Each column shows the average of at least biological triplicates. The difference in expression between the isogenic wild-type and each mutant strain is shown in the right panel as described in Figure 1.
Figure S4: The Rpd3L subunit *PHO23 *is required for transient initiation of the ESR. Average expression of iESR, PS, and RP genes in wild-type, *rpd3Δ*, *pho23Δ*, and *rco1Δ *cells responding to 0.4 mM H_2_O_2 _treatment at 10, 20, 30, 40, and 60 minutes.
Figure S5: Rpd3p is required for suppressed ESR expression during stress relief. **(a) **Gene expression diagrams and **(b) **average expression plots are shown as described in Figure 1 for wild-type and *rpd3Δ *cells responding to 25°C to 37°C heat shock (left panels) or the reciprocal shift from 37°C to 25°C (right panels). The starting point of the recovery experiment is indicated by a dashed line and was adjusted to the acclimated expression levels seen in the heat shock experiment for clarity.
Figure S6: *PHO23 *mutant cells display a defect in acquired stress resistance. Previous work from our lab showed that the gene expression response to a single dose of stress is not required to survive that condition, but rather protects cells against future stress [3]. Here, H_2_O_2 _tolerance in wild-type and *pho23Δ *cells was measured after a 60-minute pretreatment with 0.7 M NaCl, similarly to that previously described [3]. Briefly, log-phase cells were treated with 0.7 M NaCl (or YPD for mock-treated cells) for 60 minutes, then washed once with YPD to remove salt and exposed to 23 doses of H_2_O_2 _(ranging from 0 to 8 mM) for 2 h. Cell viability at each dose was measured using live-dead staining (Molecular Probes (Invitrogen, Carlsbad, CA, USA) and a Guava flow cytometer. The plot shows the growth score (the sum of all viability scores normalized to the starting viability score in untreated cells) for wild-type and the *pho23Δ *mutant. Error bars represent the standard deviation from triplicate experiments. The *pho23Δ *strain was not sensitive to the mild dose of NaCl in this assay (*P *= 0.4) but had a significant defect in acquired tolerance to H_2_O_2 _after mild NaCl treatment (*P *= 0.029, paired *t*-test). The defect is similar to that seen for cells lacking *MSN2 *and/or *MSN4 *[3]. Click here for file

Additional data file 2 Enrichment of functional categories and transcription factor targets in gene groups taken from clustered expression data. Click here for file

Additional data file 3 Strains used in this study. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

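Expression was measured on 109 arrays of 2 channels each, which compare stressed with unstressed cells of one strain, or unstressed rpd3Δ with unstressed wild-type cells. The authors deposited log2 ratios of the 2 channels, 1 column per array, with the mean of each array close to 0. The text of the paper does not name the normalization, the background correction or the reason why some cells are empty, so the values were used as deposited. The table lists 6297 genes, of which 5832 have an entry in the name table, and between 4288 and 6115 genes were measured per array. The number of arrays limits the precision.

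The table does not state the direction of the ratios. Arrays of the same strain and stress with opposite dyes were therefore correlated across genes. All of these correlations were positive, from 0.284 to 0.96 in H2O2, from 0.442 to 0.853 in NaCl and from 0.375 to 0.38 among the unstressed arrays, so no array was turned. Heat shock time courses hold no such pair within a strain, and wild-type arrays of these correlated with other heat shock arrays of opposite dyes at 0.491 to 0.865. No such check was made for stress relief. The deleted genes were used as a check where they were measured.

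Fits were made in R 4.3.3 with least squares on the arrays as replicates and limma 3.58.1 for moderated variances, and Benjamini-Hochberg adjustment. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A gene was tested when it was measured on at least 80% of the arrays of a fit. Time courses of one stress were fitted with a mean for each strain and time point, with one variance for both strains. The false discovery rate was 0.01 for wild-type cells and 0.05 for comparisons of strains, and the fold threshold 1.5, on replicate arrays and in one direction. All strains at 30 min of H2O2 were fitted together, with 8 wild-type arrays and 3 rpd3Δ arrays among them. The 30 min array of the time course served as replicate 1.

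Gene groups were compared by the mean over genes on each array, with arrays as replicates. The exact permutation test of arrays gives no p below 0.0121 for wild type against rpd3Δ and none below 0.10 for 3 arrays against 3. Time points of one culture are not replicates, so the group means of the heat shock, NaCl and stress relief time courses were not tested. The lists of PS genes, clusters and Msn2/4p classes come from the supplement, which was drawn up on these arrays. The last 175 rows of the sheet with these lists are not used here, and they come after the lists that are used. The sheet lists 101, 42 and 65 genes in 3 classes, for which the paper's legend gives 215, 83 and 103. No test of overlap or enrichment was made on these lists. RP genes were taken by name. A set of induced genes, which overlaps the iESR cluster, was chosen on the first time course of each stress and measured on the other arrays.

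Single genes were named by a rule. They are the genes whose transcript or promoter the paper measures singly, the deleted genes, and the 5 with the largest rise and the 5 with the largest fall in the unstressed comparison, among those at a false discovery rate under 0.05 and of one sign on every array.

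The methods were tested on simulated data with known changes in 200 genes per comparison and independent noise. The shares of false calls depend on that number. The limma rules recovered 55.5% to 71.5% of changed genes at 30 min of H2O2, with 0.9% to 8.7% of the calls false, and 43% to 71% in the time courses, with 2.1% to 7.1% false. The fold rule recovered 93% to 97.5%, but 78.2% to 90.4% of its calls were false. Replicate numbers do not pair the arrays. The fold rule in H2O2 still used 7 pairs, those of the time course and the separate 30 min arrays of equal number. Its calls there depend on that arbitrary matching. Over 22 pairs of equal number, r of the deviations lay between -0.442 and 0.288.

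The comparisons, their tests and the alternatives were set before the data were examined, and some tests of explanations in the closing section were chosen later. The alternatives were median centring, arrays scaled to one median absolute deviation (MAD), another filter or none, a dye covariate, a replicate block, other thresholds, fewer wild-type arrays, and each array left out in turn. Leaving out each wild-type replicate from the counts and shares at 30 min of H2O2, and fitting the H2O2 time course with wild-type replicates 1 to 3 only, were added after the data were seen. The 45 min samples of the first heat shock time course, the chromatin immunoprecipitation and the sequence analysis are not analysed here.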

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

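The tests of wt replicate 8 and ume6 replicate 4 were chosen after the result was seen, and the comparison of single arrays had been looked at before its rule was written into code. The count of other splits of the arrays was set earlier.

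Over 68 sets of 4 to 8 arrays at 30 min of H2O2, 9 held 1 array far from the others. Chance gives about 1 in 20, or 3.4 here. The sets share arrays and genes, so they are not independent.

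The fourth ume6 array stood apart for the proteasome genes (0.36, the others 0.92 to 0.95), the larger cluster linked to PAC and RRPE (-0.22, the others -1.71 to -1.48), the smaller one (-0.25, the others -1.74 to -1.56) and MSN4 (0.18, the others 1.22 to 1.38). Ratios compressed alike on the whole array are argued against, since the factor of the iESR cluster minus that of the PS genes was 0.403, and -0.333 to -0.104 on the others. A culture at an earlier phase of the response may account for it. The array correlated best with the wild-type array at 10 min, and the other ume6 arrays with the one at 30 min. A wrong strain label cannot be told apart, since its r with the other ume6 arrays was 0.572 and that with rco1Δ arrays 0.631, and every strain correlates weakly with an array of another phase. UME6 was measured on 0 of 4 ume6 arrays, this one included, which goes with its label, but an unmeasured gene excludes nothing. Without this array the ume6Δ comparison gave 26 genes, against 38 with it. No biological explanation was tested.

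Wild-type replicate 8 stood apart for the smaller cluster linked to PAC and RRPE (-1.03, the others -2.25 to -1.72) and for 3 Msn2/4p classes: equally affected (0.75, the others 1.16 to 1.49), additive (1.62, the others 2.21 to 2.56) and Msn2/4p only (1.34, the others 1.93 to 2.19). A phase earlier in the response cannot be told apart, since it correlated best with the array at 20 min and so did wt replicate 2. Compressed ratios were tested in 2 forms. The factor of the iESR cluster minus that of the RP genes was 0.398 (the others -0.431 to 0.326), and, in a second form tried after the first had left it open, minus that of the PS genes 0.305 (the others -0.278 to 0.145). The first form differs by less than 2 SD of the other arrays, and the second form was chosen knowing this, so compression cannot be told apart either. A wrong strain label stays open, with r = 0.834 with the other wild-type arrays and 0.888 with rco1Δ arrays. Without this array, the msn2Δ msn4Δ comparison gave 525 genes, against 239 with it, and the ume6Δ comparison 167, against 38. No biological explanation was tested.

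On wt replicate 4, UME6 stood at -0.64, the other wild-type arrays at -0.51 to -0.39. It is a single gene on 1 array, and neither a technical nor a biological explanation was tested.

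For the groups below, the rpd3Δ minus wild-type difference had one sign on every matched pair of arrays in stress relief and the other sign on every pair in NaCl, in H2O2 (except for the clusters linked to Hsf1p and Msn2/4p and the genes chosen on other arrays) and, for the class equally affected and the genes chosen on other arrays, in heat shock. The mean rpd3Δ minus wild-type difference in stress relief, over 7 pairs, was -0.38 for PS genes listed as intermediate, 0.83 for the iESR cluster (-1.21 in H2O2 and -1.42 in NaCl), 0.35 for the induced clusters together and -0.53 for the larger cluster linked to PAC and RRPE. It was 0.29 for the smaller cluster linked to Hsf1p and 0.20 for the one linked to Msn2/4p. For the Msn2/4p classes it was 0.24 (equally affected), 0.64 (additive), 0.62 (more Msn2/4p), 0.20 (Msn2/4p only) and 0.27 (Rpd3p only), and for the induced genes chosen on other arrays 0.64. The PS genes and the iESR cluster change in the opposite direction in stress relief in wild-type cells too, and a smaller response then gives these signs. The difference between stress and stress relief was not tested, with 2 cultures per strain in each, and the groups overlap in genes.

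A further 145 genes that were not called affected in wild-type cells at 30 min of H2O2 differed in rpd3Δ cells, 99 higher and 46 lower, a group the paper does not report on. In 1 of 100 splits of the arrays, the real one, the count was as large, and the highest of the others was 5. This argues against chance for the count as a whole, and 1 in 100 is the least these splits can give. Mixed splits also call few genes in all, so the test does not single out this group. Some of the 145 may be false calls, since the false discovery rate was set over all genes tested. A difference in the unstressed reference RNA of the strains was not tested for these genes.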

How the results depend on the processing

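Leaving out each wild-type replicate from the counts and shares at 30 min of H2O2, and using wild-type replicates 1 to 3 only in the fit of the H2O2 time course, were chosen after the data were seen. Of 888 values over 127 results, 717 stayed within the bounds used, 170 moved and 1 reversed. The bounds were 1.5 times for counts, the 95% interval for shares, the side of 0.05 for tested values and 1 SD of the arrays (for r and slope, of the leave-one-out values) for the rest. A sign other than that of the value reported was seen in 9 values of 9 results, 8 of them within 1 SD. Where a value changed, the cause was not tested unless the setting itself uses fewer genes or arrays. The stress relief share has no value under the false discovery rate alone, since limma's F test called 0 genes there (1476 at an unadjusted p under 0.05). With only the 2 groups in the fit, limma called 0 genes for ume6Δ (731 at an unadjusted p under 0.05). The number of arrays and the missing cells limit the precision.

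With the false discovery rate alone, there were 967 genes affected in wild type by heat shock, 69 Rpd3p-affected genes in heat shock, 680 Rpd3p-affected genes in H2O2, 1372 genes affected in wild type by NaCl and 169 Rpd3p-affected genes in NaCl. Further counts were 0 genes affected in wild type by stress relief, 0 Rpd3p-affected genes in stress relief, 574 genes affected in wild type by all 3 stresses and 24 Rpd3p-affected genes in all 3 stresses. Besides, the share Rpd3p-affected of genes affected in wild type by heat shock was 7.14%, the share Rpd3p-affected of genes affected in wild type by H2O2 was 21.2%, the share Rpd3p-affected of genes affected in wild type by NaCl was 12.3% and the share Rpd3p-affected of genes affected in wild type by all 3 stresses was 4.18%.

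With a false discovery rate of 0.05 for both strains, the share Rpd3p-affected of genes affected in wild type by H2O2 was 36.2%, the share Rpd3p-affected of genes affected in wild type by NaCl was 40.9% and the share Rpd3p-affected of genes affected in wild type by all 3 stresses was 33.1%.

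With arrays scaled to one MAD, there were 559 Rpd3p-affected genes in NaCl, 432 Rpd3p-affected genes in stress relief, 233 Rpd3p-affected genes in all 3 stresses, 14 genes differing at 30 min of H2O2, rco1 against wt and 1 gene differing at 30 min of H2O2, ume6 against wt. Further counts were 113 genes differing at 30 min of H2O2, msn2_msn4 against wt, 223 genes differing at 30 min of H2O2, H4KQ against NSY429, 612 Rpd3p-affected genes at 30 min of H2O2 and 79 Msn2/4p-dependent induced genes. Besides, the share Rpd3p-affected of genes affected in wild type by heat shock was 40.9%, the share Rpd3p-affected of genes affected in wild type by H2O2 was 29.3%, the share Rpd3p-affected of genes affected in wild type by NaCl was 28% and the share Rpd3p-affected of genes affected in wild type by stress relief was 36.2%. Likewise, the share Rpd3p-affected of genes affected in wild type by all 3 stresses was 21.2%, the share of Rpd3p-affected genes affected in pho23 was 55.2%, the share of Rpd3p-affected genes affected in ume6 was 0.164% and the correlation of the pho23 and rpd3 responses was 0.732. Likewise, the slope of the pho23 on the rpd3 responses was 0.927, the share of Msn2/4p-dependent genes that are Rpd3p-dependent was 25.3% and the share of H2O2-affected genes not affected by RPD3 or MSN2/4 deletion was 70.9%.

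With genes measured on every array, which tests fewer genes, there were 1532 genes affected in wild type by heat shock, 874 Rpd3p-affected genes in heat shock, 989 genes affected in wild type by stress relief, 494 Rpd3p-affected genes in stress relief and 602 genes affected in wild type by all 3 stresses. Further counts were 223 Rpd3p-affected genes in all 3 stresses, 378 genes differing at 30 min of H2O2, rpd3 against wt, 316 genes differing at 30 min of H2O2, pho23 against wt, 6 genes differing at 30 min of H2O2, rco1 against wt and 22 genes differing at 30 min of H2O2, ume6 against wt. Further counts were 92 genes differing at 30 min of H2O2, msn2_msn4 against wt, 569 genes differing at 30 min of H2O2, msn2_msn4_rpd3 against wt, 23 genes differing at 30 min of H2O2, H4KQ against NSY429, 1318 genes affected in wild type at 30 min of H2O2 and 314 Rpd3p-affected genes at 30 min of H2O2. Further counts were 53 Msn2/4p-dependent induced genes. Besides, the share of Rpd3p-affected genes affected in pho23 was 70.4%, the share of Rpd3p-affected genes affected in ume6 was 3.18%, the correlation of the pho23 and rpd3 responses was 0.941 and the slope of the pho23 on the rpd3 responses was 1.1. Likewise, the share of H2O2-affected genes not affected by RPD3 or MSN2/4 deletion was 71.7%.

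With no filter, there were 93 genes changed in unstressed rpd3 and 19 genes differing at 30 min of H2O2, rco1 against wt. Besides, the share Rpd3p-affected of genes affected in wild type by heat shock was 52.9%, the share Rpd3p-affected of genes affected in wild type by NaCl was 42.1%, the share Rpd3p-affected of genes affected in wild type by all 3 stresses was 32.7% and the share of Rpd3p-affected genes affected in rco1 was 0.937%.

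With the dye covariate, there were 1959 genes changed in unstressed rpd3. Besides, the share of H2O2-affected genes not affected by RPD3 or MSN2/4 deletion was 69.8%.

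With the replicate block, there were 8 genes differing at 30 min of H2O2, rco1 against wt, 17 genes differing at 30 min of H2O2, ume6 against wt and 39 genes differing at 30 min of H2O2, H4KQ against NSY429. Besides, the share of Rpd3p-affected genes affected in pho23 was 70.6%, the share of Rpd3p-affected genes affected in rco1 was 0.476%, the share of Rpd3p-affected genes affected in ume6 was 0.833% and the share of Msn2/4p-dependent genes that are Rpd3p-dependent was 62.5%.

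With wild-type replicates 1 to 3 only, which uses fewer arrays, there were 651 genes differing at 30 min of H2O2, rpd3 against wt, 450 genes differing at 30 min of H2O2, pho23 against wt, 5 genes differing at 30 min of H2O2, rco1 against wt, 7 genes differing at 30 min of H2O2, ume6 against wt and 105 genes differing at 30 min of H2O2, msn2_msn4 against wt. Further counts were 33 genes differing at 30 min of H2O2, H4KQ against NSY429, 526 Rpd3p-affected genes at 30 min of H2O2 and 74 Msn2/4p-dependent induced genes. Besides, the share of Rpd3p-affected genes affected in pho23 was 61.4%, the share of Rpd3p-affected genes affected in rco1 was 0.19%, the share of Rpd3p-affected genes affected in ume6 was 0.762% and the slope of the pho23 on the rpd3 responses was 1.1. Likewise, the share of H2O2-affected genes not affected by RPD3 or MSN2/4 deletion was 75.7%.

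With wild-type replicates 1 to 3 only in the fit of the H2O2 time course, which uses fewer arrays, the share Rpd3p-affected of genes affected in wild type by H2O2 was 42.7%.

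With only the 2 groups in the fit, there were 11 genes differing at 30 min of H2O2, rco1 against wt, 0 genes differing at 30 min of H2O2, ume6 against wt, 151 genes differing at 30 min of H2O2, msn2_msn4 against wt and 3 genes differing at 30 min of H2O2, H4KQ against NSY429.

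With the false discovery rate and 1.5-fold together, the share of Rpd3p-affected genes affected in pho23 was 68.9% and the share of H2O2-affected genes not affected by RPD3 or MSN2/4 deletion was 64.6%.

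With separate wild-type arrays for each strain, the share of Rpd3p-affected genes affected in pho23 was 62.4%.

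With differences from separate wild-type arrays in place of responses, the correlation of the pho23 and rpd3 responses was 0.927 and the slope of the pho23 on the rpd3 responses was 0.813.

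With the unstressed ratio added, the stress-induced defect, held-out induced genes with an unstressed value, 30 min of H2O2 was -0.34, the stress-induced defect, held-out induced genes with an unstressed value, heat shock 10 min was -0.51 and the stress-induced defect, held-out induced genes with an unstressed value, NaCl 30 min was -0.40.

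Ranges with 1 array or time course left out at a time follow for results, other than of single genes, with a value outside the bounds, over 1.5 times away or of the other sign. Each array or time course that moved a value by over 1.5 times or to the other sign is named. The range was 710 to 1103 for the number of Rpd3p-affected genes in H2O2, with 710 without replicate 1, where the fold rule could call no gene. The range was 21.8% to 29.9% for the share Rpd3p-affected of genes affected in wild type by H2O2, with 21.8% without replicate 1, again without the fold rule. The range was 189 to 1542 for the number of genes changed in unstressed rpd3, with 1542 without replicate 3. The range was 746 to 869 and 1048 to 1296 without each wild-type array for the number of genes differing at 30 min of H2O2, rpd3 against wt, with 746 without rpd3 replicate 2 and 778 without rpd3 replicate 3. The range was 482 to 694 and 753 to 1114 without each wild-type array for the number of genes differing at 30 min of H2O2, pho23 against wt, with 482 without pho23 replicate 1 and 552 without pho23 replicate 2. The range was 7 to 14 and 16 to 43 without each wild-type array for the number of genes differing at 30 min of H2O2, rco1 against wt, with 10 without rco1 replicate 1, 7 without rco1 replicate 2, 14 without rco1 replicate 3, 17 without wt replicate 1, 17 without wt replicate 4, 18 without wt replicate 5, 17 without wt replicate 6 and 16 without wt replicate 7. The range was 25 to 209 and 20 to 167 without each wild-type array for the number of genes differing at 30 min of H2O2, ume6 against wt, with 209 without ume6 replicate 1, 25 without ume6 replicate 2, 21 without wt replicate 2, 67 without wt replicate 3, 25 without wt replicate 4, 20 without wt replicate 5 and 167 without wt replicate 8. The range was 98 to 600 and 148 to 525 without each wild-type array for the number of genes differing at 30 min of H2O2, msn2_msn4 against wt, with 600 without msn2_msn4 replicate 1, 98 without msn2_msn4 replicate 2, 156 without wt replicate 5, 148 without wt replicate 6 and 525 without wt replicate 8. The range was 10 to 150 for the number of genes differing at 30 min of H2O2, H4KQ against NSY429, with 26 without NSY429 replicate 2, 10 without NSY429 replicate 3, 150 without H4KQ replicate 2 and 15 without H4KQ replicate 3. The range was 42.2% to 78.6% and 62.8% to 71% without each wild-type array for the share of Rpd3p-affected genes affected in pho23, with 42.2% without pho23 replicate 1. The range was 0.397% to 1.2% and 0.817% to 2.54% without each wild-type array for the share of Rpd3p-affected genes affected in rco1, with 1.1% without rpd3 replicate 1, 0.696% without rco1 replicate 1, 0.397% without rco1 replicate 2, 0.694% without rco1 replicate 3, 0.935% without wt replicate 1, 0.817% without wt replicate 3, 0.849% without wt replicate 4, 0.879% without wt replicate 6 and 1.06% without wt replicate 7. The range was 0.987% to 11.2% and 0.803% to 9.51% without each wild-type array for the share of Rpd3p-affected genes affected in ume6, with 11.2% without ume6 replicate 1, 1.18% without ume6 replicate 2, 0.987% without ume6 replicate 4, 0.847% without wt replicate 2, 3.27% without wt replicate 3, 1.17% without wt replicate 4, 0.803% without wt replicate 5 and 9.51% without wt replicate 8. The range was 0.738 to 0.874 and 0.866 to 0.883 without each wild-type array for the correlation of the pho23 and rpd3 responses. The range was 0.858 to 1.06 and 0.986 to 1.03 without each wild-type array for the slope of the pho23 on the rpd3 responses. The range was 73 to 244 and 94 to 240 without each wild-type array for the number of Msn2/4p-dependent induced genes, with 244 without msn2_msn4 replicate 1, 73 without msn2_msn4 replicate 2, 81 without msn2_msn4 replicate 3 and 240 without wt replicate 8. The range was 33.9% to 63% and 51.7% to 57.5% without each wild-type array for the share of Msn2/4p-dependent genes that are Rpd3p-dependent, with 33.9% without rpd3 replicate 1. The range was 61.9% to 77.2% and 62.3% to 70.7% without each wild-type array for the share of H2O2-affected genes not affected by RPD3 or MSN2/4 deletion. The range was -0.01 to 0.29 for the RP group, rpd3 minus wt at 30 min of H2O2, with 0.02 without wt replicate 1, 0.20 without wt replicate 3, -0.007 without wt replicate 5, 0.03 without wt replicate 6, 0.29 without wt replicate 8, 0.02 without rpd3 replicate 1 and 0.24 without rpd3 replicate 3. The range was -0.41 to 0.40 for the group means, H4KQ minus NSY429, RP, with -0.41 without NSY429 replicate 1, 0.36 without NSY429 replicate 2 and 0.40 without NSY429 replicate 3. The range was -0.45 to -0.23 for the group means in stress relief, PS, mean rpd3 minus wt over matched arrays, with -0.23 without replicate 1. The range was 0.02 to 0.40 for the group means in heat shock and NaCl, RP in NaCl, mean rpd3 minus wt over matched arrays, with 0.40 without replicate 1 and 0.02 without replicate 2.

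Numbers of higher and lower calls shifted by over 10 points in these cases. They went for genes changed in unstressed rpd3 from 112 and 43 to 956 and 1003 (dye covariate), 113 and 88 (without replicate 1), 105 and 84 (without replicate 2) and 802 and 740 (without replicate 3). The numbers went for genes differing at 30 min of H2O2, rco1 against wt from 23 and 6 to 14 and 0 (arrays scaled to one MAD), 6 and 0 (measured on every array), 8 and 0 (replicate block), 5 and 0 (wild-type replicates 1 to 3 only), 11 and 0 (only the 2 groups), 10 and 0 (without rco1 replicate 1) and 7 and 0 (without rco1 replicate 2). They went for genes differing at 30 min of H2O2, ume6 against wt from 10 and 28 to 1 and 0 (arrays scaled to one MAD), 3 and 19 (measured on every array), 97 and 112 (without ume6 replicate 1), 7 and 40 (without ume6 replicate 3), 12 and 14 (without ume6 replicate 4) and 87 and 80 (without wt replicate 8). The numbers went for genes differing at 30 min of H2O2, H4KQ against NSY429 from 28 and 34 to 124 and 99 (arrays scaled to one MAD), 16 and 7 (measured on every array), 1 and 2 (only the 2 groups), 3 and 7 (without NSY429 replicate 3) and 5 and 10 (without H4KQ replicate 3). They went for genes differing at 30 min of H2O2, msn2_msn4 against wt from 68 and 171 to 27 and 124 (only the 2 groups), 18 and 80 (without msn2_msn4 replicate 2), 96 and 90 (without msn2_msn4 replicate 3) and 222 and 303 (without wt replicate 8).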

Differences from the paper's values

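The alternatives compared here were set before the data were examined, except 1 that is named as chosen later. The figures were read with the results already known, so these readings were not blind. The class lists held here are shorter than those of Fig. 5, and which time course Fig. 1 shows is not stated in the legend. A count or share is listed where one value is over 1.5 times the other, and a signed value where the difference exceeds the larger error. By that rule the shares Rpd3p-affected in heat shock (55.9% here, 79% in the paper) and H2O2 (38.6% here, 56% in the paper) are not listed, nor is the share of Rpd3p-affected genes affected in pho23Δ (65.7% here, over 80% in the paper).

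The number of genes affected in wild type by H2O2 was 3714 here and 2082 in the paper, a difference that came within 1.5-fold under genes measured on every array (2545) and stayed under FDR rule alone, fold rule alone, FDR 0.05 for both, median centring, arrays scaled to one MAD, no filter, dye covariate, replicate block, without rpd3 replicate 2, without rpd3 replicate 3 and without replicate 1. The arrays behind the 2 counts are unlike. The fit here takes in 12 wild-type arrays, 8 of them at 30 min, where the paper's methods give triplicates at that time without naming them. With wild-type replicates 1 to 3 only, an alternative chosen after seeing the values, the count was 3092, within 1.5-fold. The share Rpd3p-affected was then 42.7% in H2O2, and in all 3 stresses 37.6%, also within 1.5-fold. How many of the paper's called genes it drops was not counted, since a list of these is not used here.

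The share Rpd3p-affected of genes affected in wild type by NaCl was 44.7% here and 70% in the paper, a difference that stayed under FDR rule alone, fold rule alone, FDR 0.05 for both, median centring, arrays scaled to one MAD, genes measured on every array, no filter, dye covariate and replicate block.

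The share Rpd3p-affected of genes affected in wild type by all 3 stresses was 35.6% here and 56% in the paper, a difference that stayed under FDR rule alone, fold rule alone, FDR 0.05 for both, median centring, arrays scaled to one MAD, genes measured on every array, no filter and replicate block.

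The correlation of the pho23 and rpd3 responses was 0.87 here and 0.94 in the paper, a difference that closed under genes measured on every array (0.94) and differences from separate wild-type arrays (0.93) and stayed under FDR and 1.5-fold, median centring, arrays scaled to one MAD, no filter, dye covariate, replicate block, wild-type replicates 1 to 3 only, without rpd3 replicate 1, without rpd3 replicate 2, without rpd3 replicate 3, without pho23 replicate 1, without pho23 replicate 2 and without pho23 replicate 3.

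For the mean log2 change at 30 min of H2O2, class equally affected, rpd3Δ cells stood at 0.59, against the paper's about 0.4 in Fig. 5, read by eye, a difference that stayed under median centring, median over genes, without rpd3 replicate 1, without rpd3 replicate 2 and without rpd3 replicate 3. Msn2Δ msn4Δ cells stood at 0.65, against the paper's about 0.4 in Fig. 5, read by eye, a difference that stayed under median centring, median over genes, without msn2_msn4 replicate 1, without msn2_msn4 replicate 2 and without msn2_msn4 replicate 3.

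For the mean log2 change at 30 min of H2O2, class more Msn2/4p, wild-type cells stood at 3.51, against the paper's about 2.9 in Fig. 5, read by eye, a difference that closed under median over genes (3.31) and stayed under median centring. Rpd3Δ cells stood at 2.28, against the paper's about 2.0 in Fig. 5, read by eye, a difference that closed under median over genes (2.03) and stayed under median centring, without rpd3 replicate 1, without rpd3 replicate 2 and without rpd3 replicate 3. Msn2Δ msn4Δ cells stood at 0.83, against the paper's about 0.7 in Fig. 5, read by eye, a difference that closed under median over genes (0.70) and stayed under median centring, without msn2_msn4 replicate 1, without msn2_msn4 replicate 2 and without msn2_msn4 replicate 3. Triple mutant cells stood at 0.45, against the paper's about 0.6 in Fig. 5, read by eye, a difference that stayed under median centring, median over genes, without msn2_msn4_rpd3 replicate 1, without msn2_msn4_rpd3 replicate 2 and without msn2_msn4_rpd3 replicate 3.

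For the mean log2 change at 30 min of H2O2, class additive, wild-type cells stood at 2.27, against the paper's about 2.6 in Fig. 5, read by eye, a difference that stayed under median centring and median over genes. Triple mutant cells stood at 0.31, against the paper's about 0.2 in Fig. 5, read by eye, a difference that closed under median over genes (0.19) and without msn2_msn4_rpd3 replicate 2 (0.27) and stayed under median centring, without msn2_msn4_rpd3 replicate 1 and without msn2_msn4_rpd3 replicate 3.

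For the log2 change at 30 min of the H2O2 time course, GAR1, rpd3Δ cells stood at -1.08, against the paper's about -1.2 in Fig. 3, read by eye, a difference that stayed under median centring.

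For the log2 change at 30 min of the H2O2 time course, XKS1, rpd3Δ cells stood at 1.13, against the paper's about 1.2 in Fig. 3, read by eye, a difference that stayed under median centring.

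For the largest mean log2 change in heat shock, RP, wild-type cells stood at -2.57, against the paper's about -2.5 in Fig. 1, read by eye, a difference that stayed under median centring and median over genes.

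For the largest mean log2 change in H2O2, PS, rpd3Δ cells stood at -0.60, against the paper's about -0.7 in Fig. 1, read by eye, a difference that stayed under median centring and median over genes.

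For the largest mean log2 change in NaCl, PS, wild-type cells stood at -1.56, against the paper's about -1.4 in Fig. 1, read by eye, a difference that stayed under median centring and median over genes. Rpd3Δ cells stood at -0.65, against the paper's about -0.6 in Fig. 1, read by eye, a difference that closed under median centring (-0.63) and median over genes (-0.59).

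For the largest mean log2 change in NaCl, RP, rpd3Δ cells stood at -1.5, against the paper's about -1.3 in Fig. 1, read by eye, a difference that stayed under median centring and median over genes.

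The number of genes listed in class equally affected was 101 here and 215 in the paper.

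The number of genes listed in class more Msn2/4p was 42 here and 83 in the paper.

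The number of genes listed in class additive was 65 here and 103 in the paper.

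The paper places the Rpd3p effect on RP repression in heat shock and H2O2 but not in NaCl. Here the RP mean lay closer to 0 in rpd3Δ cells or had the opposite sign in 6 of 7 NaCl pairs, 1 of them by its sign, but the mean difference was 0.02 in the first time course and 0.40 in the second. At 30 min of H2O2, the replicate arrays differed by 0.12 (exact permutation test, p = 0.8), and 11 of 114 RP genes affected in wild-type cells were Rpd3p-affected in H2O2. Other values go with the paper. In heat shock 66 of 96 such genes were Rpd3p-affected, and the RP mean lay closer to 0 in rpd3Δ cells in 7 of 9 pairs. In the H2O2 time course it did so in 4 of 5 pairs, with a mean difference of 0.51. The fold rule alone supplied 1282 of the 1351 heat shock calls over all genes. With 1 course turned it still called 760, against 1480 unturned, so the 66 are weak evidence. The RP mean was also 0.60 lower in unstressed rpd3Δ cells, which these differences leave out of account.

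The paper describes most Hsf1p targets as induced without Rpd3p in heat shock. Here only 2 clusters linked to Hsf1p are held, and in each the mean lay closer to 0 in rpd3Δ cells or had the opposite sign in 7 of 9 heat shock pairs. At the wild-type peak the smaller stood at 3.59 in wild-type and 2.95 in rpd3Δ cells, and the larger at 1.16 and 0.99. Both peaks are of the second time course, where the labels give the unstressed strains unlike temperatures. None of this was tested.

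The paper describes rpd3Δ cells as close to wild-type cells by the end of the heat shock and H2O2 time courses. At 60 min of H2O2 the iESR cluster still differed by -0.67, on 1 array per strain. On the same arrays the 108 genes of the 3 induced clusters, which include it, differed by -0.07, PS genes by 0.12 and RP genes by -0.06.

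The paper describes no added defect of the triple mutant for the class equally affected. Here the means were 0.59 ± 0.12 (SD, n = 3) in rpd3Δ, 0.65 ± 0.15 (SD, n = 3) in msn2Δ msn4Δ and 0.33 ± 0.04 (SD, n = 3) in the triple mutant. The difference was not tested.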

Other observations

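The tests of compressed ratios, of delay and of the unstressed level in rpd3Δ cells were chosen after the result was seen. The other tests in this part were set earlier, with 1 condition of the dye test added later.

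Other splits of the arrays at 30 min of H2O2 gave as many genes in 1 of 100 splits for rpd3Δ, 1 for pho23Δ, 4 for rco1Δ, 2 for ume6Δ, 2 for msn2Δ msn4Δ and 1 for the triple mutant, the real split included. For rpd3Δ, pho23Δ and the triple mutant only the real split gave as many genes, which argues against chance. For rco1Δ, ume6Δ and msn2Δ msn4Δ other splits did so too, and with no adjustment over the 6 comparisons chance stays open. Another split gave more genes than the real one for rco1Δ (up to 59), ume6Δ (up to 189) and msn2Δ msn4Δ (up to 375). For H4KQ against NSY429 it was 1 of 10, and with 3 arrays against 3 chance cannot be excluded.

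The fold rule was tested by turning the sign of the strain difference in 1 of 2 time courses. The turned count was 26.6% of the real one in NaCl, 51.4% in heat shock and 35.2% in stress relief. These genes were chosen as changed on the same wild-type arrays, which favours the real count. Over all genes it was 32.8%, 64.3% and 46.3%. Differences between cultures cannot be told apart in any of the 3, since the test favours one outcome.

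In rpd3Δ cells at 30 min of H2O2, ratios compressed alike on the array would leave the RP mean divided by the PS mean unchanged. The lowest quotient on an rpd3Δ array was 3.14 and the highest on a wild-type array 1.63, which argues against compression. A delayed response of the same size is argued against in H2O2, where the PS mean of rpd3Δ cells reached -0.60 over the course and the weakest wild-type array at 30 min -0.92. A higher unstressed level is argued against for the induced genes with no unstressed difference, which still differed by -0.65. For those higher in unstressed rpd3Δ cells it cannot be told apart, since the difference after adding the unstressed ratio was -0.13 and the genes were chosen on that ratio. These tests leave a role of Rpd3p in the response itself as a hypothesis for the PS genes and the former induced genes, since it was found and tested on the same arrays.

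PHO23 lay below 0 on every pho23Δ array (7 of 7). Reference RNA from wild-type cells cannot be told apart. The slope of the pho23Δ minus rpd3Δ difference on the unstressed ratio was -0.117, where such a reference needs about 1 only if unstressed pho23Δ cells have the profile of unstressed rpd3Δ cells, which was not measured on these arrays. MSN4 was measured on 3 of 3 msn2Δ msn4Δ arrays, at a mean of 1.12. No explanation of these values was tested beyond this.

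More genes were called in the unstressed comparison without the array of opposite dyes. A dye bias of single genes cannot be told apart. The correlation with the dye effect at 30 min of H2O2 was -0.107, where the prediction needed over 0.3. Only after this was seen was it asked whether that dye effect repeats between strains, and its r between 4 strains had a median of 0.002 (-0.133 to 0.152), so the test is void.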
